# Inhibition of c-Fos expression attenuates IgE-mediated mast cell activation and allergic inflammation by counteracting an inhibitory AP1/Egr1/IL-4 axis

**DOI:** 10.1186/s12967-021-02932-0

**Published:** 2021-06-15

**Authors:** Hui-Na Wang, Kunmei Ji, Li-Na Zhang, Chu-Chu Xie, Wei-Yong Li, Zhen-Fu Zhao, Jia-Jie Chen

**Keywords:** Mast cells, FcεRI signaling, c-Fos, Egr1, T-5224

## Abstract

**Background:**

Activator protein-1 (AP1), a c-Fos–JUN transcription factor complex, mediates many cytobiological processes. c-Fos has been implicated in immunoglobulin (Ig)E activation of mast cells (MCs) via high-affinity IgE Fc receptor (FcεRI) binding. This study examined c-Fos involvement in MC activation and tested the effects of the c-Fos/AP1 inhibitor T-5224 on MCs activation and allergic responses.

**Methods:**

In vitro studies were conducted with two MC model systems: rat basophilic leukemia cells (RBLs) and mouse bone marrow derived mast cells (BMMCs). MC degranulation and effector functions were examined with β-hexosaminidase release and cytokine secretion assays. c-Fos/AP1 was inhibited with T-5224. c-Fos activity was suppressed with short hairpin RNA targeting c-Fos (shFos). In vivo immune responses were evaluated in passive cutaneous anaphylaxis (PCA) and ovalbumin-induced active systemic anaphylaxis (ASA) models, as well as in an oxazolone (OXA)-induced model of atopic dermatitis, a common allergic disease.

**Results:**

c-Fos expression was elevated transcriptionally and translationally in IgE-stimulated MCs. c-Fos binding of the *Egr1* (early growth response 1) promoter upregulated *Egr1* transcription, leading to production of interleukin (IL)4. T-5224 reduced FcεRI-mediated MC degranulation (evidenced by β-hexosaminidase activity and histamine levels) and diminished EGR1 and IL4 expression. T-5224 attenuated IgE-mediated allergic responses in PCA and ASA models, and it suppressed MC-mediated atopic dermatitis in mice.

**Conclusion:**

IgE binding can activate MCs via a c-Fos/Egr1/IL-4 axis. T-5224 suppresses MC activation in vitro and in vivo and thus represents a promising potential strategy for targeting MC activation to treat allergic diseases.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12967-021-02932-0.

## Introduction

Allergic diseases are disruptive to quality of life, can cause serious morbidity, and their incidence has been on the rise [1]. Mast cells (MCs) play a key role in immunoglobulin (Ig)E mediated allergic reactions [2]. Binding of high-affinity IgE Fc receptors (FcεRIs) on the surface of MCs by antigen (Ag)-linked IgE antibodies activates the IgE/FcεRI pathway, which promotes cellular degranulation and the release of cytoinflammatory factors [3, 4]. FcɛRI aggregation induces phosphorylation of a linker molecule [5] and a signaling cascade involving Bruton’s tyrosine kinase, phospholipase γ, and protein kinase C [6], leading to activation of downstream signaling pathways—including calcium signaling [7, 8], mitogen-activated protein kinase (MAPK) [9] and nuclear factor κB [10] pathways—which initiate MC degranulation and cytokine production.

Elucidating molecular mechanisms that modulate MC activation could provide crucial insights into the pathophysiology of allergic diseases. Recently, FcεRI-stimulated MC activation and anaphylaxis were shown to be dampened by antagonism of an orphan nuclear receptor called nuclear receptor subfamily 4 group A member 1, which acts in opposition to the anti-inflammatory liver kinase B1/adenosine monophosphate-activated protein kinase axis [11]. In addition, FcεRI-mediated MC activation has been shown to be negatively regulated by regulator of calcineurin 1 [12].

Activator protein-1 (AP-1)—a transcription factor complex formed by dimerization of c-Fos, a leucine zipper protein, with c-Jun—modulates signaling pathways involved in many cytobiological processes, including proliferation, differentiation, transformation, and cell death [13]. AP-1–dependent regulation of cytokine transcription requires the presence of c-Fos [14], and IgE/Ag treatments upregulate c-Fos transcription in MCs [15, 16]. In c-Fos-deficient MCs, FcɛRI-mediated degranulation can be inhibited by down-regulation of degranulation genes [13, 17]. Experiments examining anaphylactic processes have shown that released cytokines can induce AP-1-dependent MC secretion of interleukin (IL)6 consequent to activation of the *IL6* gene promoter [18]. The molecular mechanism by which FcεRI activation leads to upregulation of c-Fos expression has not been clarified. Moreover, clinical translation studies of the effects of c-Fos/AP-1 inhibition on IgE/Ag-activated MCs and allergic responses are needed.

Here, we used next-generation RNA sequencing (RNA-Seq) and real time quantitative reverse transcriptase (qRT)-polymerase chain reaction (PCR) to analyze the MC transcriptional response to IgE/Ag activation. We identified MC activation-associated proteins that interact with c-Fos, including early growth response (EGR), IL, and chemokine (C–C motif) ligand (CCL) proteins [19, 20]. We were particularly interested in the potential involvement of EGR1 because it regulates IL-4 secretion in FcεRI-activated MCs [21]. We conducted qRT-PCR and western blotting to measure *Egr1* expression levels in stimulated MCs, with and without anti-Fos silencing short hairpin RNA (ShFos). To explore the intracellular mechanism of c-Fos involvement in MC activation, we examined the effects of the c-Fos/AP-1 inhibitor T-5224 on inflammatory cytokine expression and MAPK signaling. Finally, we examined T-5224 effects on MC activation responses in in vivo models.

## Materials and methods

### Reagents

T-5224 (PubChem CID: 23626877) was purchased from TargetMol (Shanghai, China). Monoclonal DNP-specific IgE, DNP-HSA, and 4-nitrophenyl *N*-acetyl-β-d-glucosaminide were obtained from Sigma-Aldrich (St. Louis, MO). Aluminum adjuvant was purchased from Thermo Scientific (Waltham, MA). Evans blue, ketotifen fumarate (PubChem CID: 5282408), formamide and toluidine blue were purchased from Meilun Biotechnology Co., Ltd (Dalian, China).

### Animals

Female Balb/c mouse pups were used in accordance with ethical protocols. Female Balb/c mice (6–8 weeks, 18–20 g) from Guangdong Medical Laboratory Animal Center (Benxi, Liaoning, China) were bred in an aseptic-specified pathogen-free environment with controlled humidity (55 ± 10%) and temperature (24 ± 1 °C). Animal experiments were carried out according to protocols approved by our University’s Animal Care and Use Committee and in compliance with the Guidelines on Animal Welfare of the School of Medicine of Shenzhen University. Mouse health was monitored twice daily, and early humane euthanasia was conducted in cases of weight loss > 15% body weight, lethargy, inability to stand, or anorexia.

### Cell culture

Rat basophilic leukemia cells (RBLs; RBL-2H3 cell line from Cellcook Biotechnology, Guangzhou, China) were cultured in complete Dulbecco’s modified Eagle medium with 4.0 mM l-glutamine, sodium pyruvate, 100 U/mL penicillin, 100 µg/mL streptomycin, non-essential amino acid (Solarbio, Beijing, China) and 10% fetal bovine serum (Gibco, Grand Island, NY) in a humidified incubator at 37 °C, 5% CO_2_.

### Preparation of BMMCs

BMMCs were isolated from 6 to 8-week-old female Balb/c mouse femurs. The animals were euthanized with CO_2_ and submerged in 70% ethanol; then intact femurs were removed. Sterile endotoxin-free medium was flushed through bone shafts repeatedly with a syringe and needle. A suspension of collected bone marrow cells was centrifuged (300×*g*, 5 min). The spun-down cells were cultured (0.5 × 10^6^ nucleated cells/mL) in RPMI 1640 media supplemented with 10% fetal bovine serum, penicillin (100 U/mL), streptomycin (100 μg/mL), sodium pyruvate (10 mM), l-glutamine (2 mM), 4-(2-hydroxyethyl)-piperazine ethane sulfonic acid (10 mM), and recombinant stem cell factor and IL-3 (10 ng/mL each). After ~ 5 weeks in culture, BMMC purity was ~ 95%, as determined by flow cytometry of cell-surface CD117 and FcεRI [22].

### Cytotoxicity

Cell viability was evaluated with a Cell Counting Kit 8 assay kit (MedChem Express, Monmouth Junction, NJ). RBLs (2 × 10^3^/well) and BMMCs (1 × 10^4^/well) were each cultured in 96-well plates and incubated with T-5224 for 24 h. Kit-provided solution was added wells and incubated at 37 °C for 1 h. Absorbance at 450 nm was detected by a multi-well plate reader (Bio-Rad, Hercules, CA). Viability was calculated as relative absorbance expressed as a percentage of control values.

### β-Hexosaminidase release

β-Hexosaminidase release served as a MC degranulation index [23]. Dinitrophenol (DNP)-targeting IgE (50 ng/mL)-sensitized RBLs or BMMCs were pretreated with T-5224 for 1 h. After two phosphate buffered saline (PBS) washes, cells were stimulated with DNP-HSA (100 ng/mL) for 30 min at 37 °C. Supernatant aliquots (50 µL) were transferred to 96-well plates and incubated with an equal volume of substrate solution (1 mM 4-nitrophenyl-*N*-acetyl-β-d-glucosaminide) for 90 min at 37 °C. To obtain total β-hexosaminidase release, cells in control wells were lysed with 0.1% Triton X-100 before plate reading. The reaction was terminated with 150 μL of stop solution (0.1 M Na_2_CO_3_ and NaHCO_3_). Absorbance at 405 nm was detected by a multi-well plate reader (Bio-Rad, Hercules, CA).

### RNA-Seq

RNA-seq was performed with a BGISEQ-500 sequencer (Beijing Genomics Institute, Beijing, China) [24]. Total RNA was extracted from RBLs with Trizol. The sequencing data were filtered with SOAPnuke (v1.5.2) [25] by removing reads that contained the sequencing adapter or had a low-quality (< 5) base ratio > 20%. The remaining clean reads were stored in FASTQ format and mapped to the reference genome using HISAT2 (v2.0.4) [26]. The reads were aligned in RSEM (v.1.2.12) with Bowtie (v2.2.5) [27]. Differential expression was analyzed with DESeq2 (v1.4.5) [28], and gene expression heatmaps were drawn in pheatmap (v1.0.8). Our RNA-seq data were deposited in GEO (accession GSE161317).

### Real-time qRT-PCR

Total cellular RNA was isolated with an RNeasy Mini Kit (Qiagen, Duesseldorf, Germany) and reverse transcribed into cDNAs with a TIAN Script II RT Kit (Tiangen Biotech, Beijing, China) and primers (Additional file 1: Table S1) according to the manufacturer’s instructions. Real-time qRT-PCRs were performed with TB Green® Premix ExTaq™ (Takara, Tokyo, Japan) in a qTOWER 2.2 system (Analytik Jena, Upland, CA). Expression levels were computed by normalizing relative to *GAPDH* (glyceraldehyde 3-phosphate dehydrogenase) mRNA levels with the 2^−ΔΔCt^ technique. The primers were shown in Additional file 1: Table S1.

### Western blotting

Cell lysate preparation and immunoblotting were performed as previously described [29]. Anti-DNP IgE (50 ng/mL)-sensitized RBLs (5 × 10^5^/well in 6-well plates) were pretreated with T-5224 for 1 h and then stimulated with DNP-HSA for 4 h (p–c-Fos FRA1, and EGR1) or 30 min (others). The cells were washed with PBS twice and lysed with 200 µL RIPA buffer containing protease inhibitor cocktail (MedChem Express, Monmouth Junction, NJ). Lysed samples were cooled on ice for 15 min and centrifuged at 12,000 rpm for 10 min at 4 °C. Protein concentrations were measured with a BCA kit (Beyotime, Beijing, China). Equal amounts of lysate were separated by 10% sodium dodecyl sulfate–polyacrylamide-gel electrophoresis and transferred to polyvinylidene difluoride membranes.

Membranes were incubated with primary antibodies at 4 °C, and then incubated with horse radish peroxidase-conjugated anti-rabbit antibody for 1 h at room temperature. The following rabbit antibodies were purchased from Cell Signaling Technology (Danvers, MA) and applied at 1:1000 dilutions: p-p44/42 MAPK (ERK1/2) (#4370, Thr202/Thr204, monoclonal); p44/42 MAPK (ERK1/2) (#4695, monoclonal); JNK (**#**9252, polyclonal); p-JNK (Thr183/Tyr185) (#4668, monoclonal); p38 (**#**8690, monoclonal); p-p38 (#4511, monoclonal). The following rabbit monoclonal antibodies were purchased from Abcam (Cambridge, MA, USA): c-Fos (ab134122, 1:2000), FosB (ab184938, 1:10,000) and EGR1 (ab133695, 1:2000). Mouse anti-GAPDH monoclonal antibody (sc-25778) was purchased from Santa Cruz Biotechnology (Santa Cruz, CA) (1:1000). Second antibodies included anti-rabbit (#7074, 1:5000) and anti-mouse (#7076, 1:5000) IgG-horseradish peroxidase (HRP) were both from Cell Signaling Technologies., Inc. Protein bands were visualized using the enhanced chemiluminescence (Meilun, Dalian, China) and analyzed using ImageJ software (ImageJ 1.80v; National Institutes of Health, Bethesda, MA, USA).

### Chromatin immunoprecipitation (ChIP)

RBLs were collected as previously described [30]. Proteins were crosslinked to DNA by adding 270 µL of 37% formaldehyde to 10 mL culture medium (final concentration, 1%). After 10-min incubations at 37 °C, reactions were quenched by adding 0.125 M glycine for 5 min at room temperature. After washing with ice-cold PBS twice, fixed cells were lysed with 1 mL RIPA buffer (MedChem Express, Monmouth Junction, NJ) on ice for 10 min. After centrifugation, nuclei were sonicated (30% amplitude, 20 sets of 15-s bursts) for four rounds. Debris was removed by centrifugation at 13,000 rpm at 4 °C for 10 min; supernatants were transferred to new tubes. Lysates were precleared with protein A/G beads before being incubated with c-Fos antibodies (Cell Signaling Technology, Danvers, MA) or IgG (Santa Cruz, CA) at 4 °C overnight with rotation. The immunocomplex was washed (once each) in low salt, high salt, and LiCl solutions and washed twice in TE buffer. Bead-bound immunocomplexes were eluted with 200 µL elution buffer. To reverse histone-DNA crosslinks, samples were combined with 5 M NaCl and heated at 65 °C for 4 h. DNA product was purified in a spin column system (Omega Bio-Tek, Norcross, GA).

### Knockdown of c-Fos

We cloned shFos (5′-GCAGACCGAGATTGCCAATTT-3′) and *GFP* mRNA as a negative control (shNC, 5′-GCAAGCTGACCCTGAAGTTCAT-3′) into pLKO.1-puro vectors (Sigma, St. Louis, MO). Sequences were confirmed by DNA sequencing (Beijing Genomics Institute, Shenzhen, China). Liposomes (Bioinno-Profei Tech, Qingdao, China) were applied to enable cell transfection.

### Dual luciferase promoter–reporter assay

Transient transfection was conducted with liposome transfection reagent. RBLs were seeded in 24-well plates and transfected with the AP-1 luciferase-reporter plasmid pAP1-Luc (Promega, USA), and compared to control plasmid pGL3-basic or pGL3-control. Activities of Firefly luciferase in pGL3-reporters and Renilla luciferase in pRL-TK were determined 48 h later by dual luciferase reporter assays following the manufacturer’s protocol (Promega, Madison, WI). Each transfection was performed in triplicate and each assay was repeated at least three times.

### Flow cytometric assay

To study the effects of T-5224 on the differentiation of progenitor cells to BMMCs, cells were treated with 20 µM T-5224. Culture media were changed every 3 days and differentiation was assessed every 6 days. Single cell suspensions from the BMMCs were stained with the antibody mix including CD177-PE and FcεRIα-APC (Miltenyi Biotec GmbH, Bergisch Gladbach, Germany). To set the gates, flow cytometric dot plots were based on comparison with isotype controls, fluorescence minus one, and unstained cells. The percentage of CD177 and FcεRIα double-positive cells were measured by flow cytometry (CytoFLEX, Beckman Coulter, Miami, FL).

### IgE-mediated passive cutaneous anaphylaxis (PCA) mouse model

A PCA mouse model was used to assess T-5224 effects on allergic reactions [31]. In this model, extravasation reflects vessel permeability. Twenty-four mice were randomized into four groups (6/group): PBS; DNP-HSA; DNP-HSA plus T-5224; and DNP-HSA plus ketotifen. Left ears were injected subcutaneously with anti-DNP IgE (500 ng in 0.9% saline). Twenty-four hours later, IgE-sensitized mice were given an intraperitoneal (i.p.) injection of T-5224 (60 mg/kg) or ketotifen (50 mg/kg), and 1 h later challenged with a tail vein injection of 200 µg of DNP-HSA in 1× PBS with 0.5% Evans blue dye. Mice were euthanized 1 h after the challenge; their ears were removed and dissolved in 700 μL formamide overnight at 62 °C. Extravasated dye was quantitated with 620-nm spectrophotometry (Bio-Rad, Hercules, CA).

### Ovalbumin (OVA)-induced active systemic anaphylaxis (ASA) mouse model

The OVA-induced ASA model is widely used to examine immediate-type hypersensitivity, which is strongly associated with MCs [32]. A cohort of 24 mice was randomized into four groups (6/group): negative control; OVA sensitization/challenge; OVA sensitization/challenge plus T-5224; and OVA sensitization/challenge plus ketotifen (50 mg/kg). The mice were sensitized on days 0 and 7 with OVA (100 µg i.p. with 2 mg alum adjuvant). From experimental day 9 to 13, mice received T-5224 (60 mg/kg) and ketotifen (50 mg/kg), i.p. on alternating days. On day 14, the mice were challenged with 200 μg OVA (i.p.) and then monitored for 90 min, during which their rectal temperatures were measured every 10 min. Immediately thereafter, orbital venous plexus blood was sampled for serum histamine and IL-4 level measurement by enzyme-linked immunosorbent assay (ELISA).

### Oxazolone (OXA)-induced atopic dermatitis model

In the OXA-induced atopic dermatitis model, massive inflammatory cell infiltration leads to skin thickening [33]. To produce the model [34], the right ears of Balb/c mice were sensitized with 20 μL of 1% OXA (TargetMol, Shanghai, China) in 4:1 (v/v) acetone-olive oil mixture (experimental day 0). Plain acetone/sesame seed oil was injected in the left ears to obtain within-animal controls. On days 7, 9, and 11, the ears were challenged with 20 μL of 1% OXA three times a week for 1 week. At the same time, T-5224 (60 mg/kg, i.p.) was administered. On day 13, the mice were sacrificed, ear samples were collected for further analysis. Ear swelling change was used as a measure of allergic response.

### Cytology and histology

Cell staining methods are described in Additional file 1 (Supplementary Materials and Methods 1.1). Cells were examined under a light microscope (Carl Zeiss, Goettingen, Germany) to view staining and to detect morphological changes associated with MC degranulation, particularly F-actin cytoskeleton decomposition [35]. Mouse ears were fixed in a 4% paraformaldehyde (Solarbio, Beijing, China) and embedded in paraffin. Sections were cut (thickness, 4 mm), dewaxed, cleared in xylene, hydrated, and stained with hematoxylin and eosin (H&E; Seivicebio, Wuhan, China) to visualize epidermal thickness and eosinophils, and with toluidine blue (Seivicebio, Wuhan, China). Eosinophils and MCs were counted in five randomly selected images.

### Histamine and IL4 release

BMMCs were sensitized with anti-DNP IgE (50 ng/mL) overnight, pretreated with T-5224 for 1 h, and then stimulated with DNP-HSA for 30 min (for histamine detection) or 6 h (for IL-4 detection). Cell suspensions were centrifuged (300×*g*, 5 min) to separate cells from media. Supernatant concentrations of histamine and IL4 were determined with enzyme-linked immunosorbent assay (ELISA) kits for mouse histamine (IBL, Hamburg, German) and mouse IL4 (Shanghai Hu Zhen Biological Technology, Shanghai, China).

### Statistical analyses

All clinical and histological evaluations were performed in a blinded manner. Data were analyzed in Prism 8 (GraphPad, La Jolla, CA). For normally distributed quantitative variables, means of triplicate values are reported with standard deviations (SDs). Kruskal–Wallis tests were performed to detect significant differences between treatment groups. One-way analyses of variance (ANOVAs) and Dunnett’s post‑hoc tests were used to find differences between treatment groups in the in vivo experiments. Differences was considered significant at *p* < 0.05.

## Results

### c-Fos expression is elevated in IgE-stimulated MCs

In IgE-activated RBLs, DNP-HSA triggered the release of the granule-related mediator β-hexosaminidase (*p* < 0.01; Fig. 1A) and increased transcription of inflammatory cytokine genes associated with type Ι hypersensitivity reactions, namely *TNF*, *CCL2*, and *IL4* (all *p* < 0.01; Fig. 1B–D), affirming the establishment of a MC activation model. 

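RNA from RBL-2H3 cells, a rat basophilic leukemia line used as a model of MCs, was sequenced in 3 control samples (Ctrl) and 3 samples stimulated with the antigen DNP-HSA (DNP). By the sample labels the DNP samples were sensitized with 50 ng/mL anti-DNP IgE for 12 h and stimulated with 100 ng/mL DNP-HSA for 4 h. The labels call the Ctrl samples untreated in one field and give the sensitization in another, so it is not settled whether they received IgE. The labels name Illumina library protocols, while the paper's methods name a BGISEQ-500 sequencer. The authors filtered the reads with SOAPnuke, mapped them with HISAT2 and quantified genes with RSEM, and they deposited 1 normalized expression value per gene and sample, here read as FPKM, a unit that divides the fragments of a gene by its length and by the mapped total. Values were given for 18006 genes. They summed to between 580702 and 591539 FPKM in the Ctrl samples (median 584498) and to between 573023 and 582577 FPKM in the DNP samples (median 578291). The number of reads per sample is unknown, because FPKM holds no counts. The steps between the low values of 8 genes put the relative depth of the 9 samples of the series, 1.00 being their mean on the log scale, between 0.981 and 1.02. Each gene was tested with limma on log2(FPKM + 1), using the genes with at least 1 FPKM in at least 3 of the 6 samples, and p-values were adjusted by the Benjamini-Hochberg method. A fold change on this scale understates the change of genes with low FPKM. This left 10392 genes to test, against 17430 with no filter on low values.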

In non-stimulated MCs, RNA-seq revealed 191 differentially expressed genes (DEGs; Q ≤ 0.05) following DNP-HSA treatment. Among them, 116 were upregulated (61%) and 75 were down-regulated (39%; Additional file 1: Figure S1). 

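Of the 3031 genes with an adjusted p of at most 0.05 in limma, 1530 were higher in DNP than in Ctrl samples (50.5%) and 1501 were lower. With each sample scaled to the mean of the deposited sums, a setting chosen after seeing the data, 1669 were higher (56.6%) and 1279 were lower. Most of these changes were small, since 2995 of them had an absolute log2 fold change below 1. Figure S1 colours only genes that changed by at least 1 on the log2 scale. With that minimum added, 36 genes remained, of which 29 were higher (80.6%) and 7 were lower. The pseudocount moved this count most. With 0.1 in place of 1, 57 genes were higher and 12 were lower, and with 0.01 and no filter, a setting chosen after seeing the data, 111 were higher and 52 were lower. Samples with the same replicate number in both groups did not deviate together, with correlations across genes of their deviations from the group means between -0.074 and 0.051. With the replicate number as a block, 2697 genes passed the adjusted p threshold, and 38 passed with the fold change minimum. Across the 6 fits that each left out 1 sample, between 2099 and 2736 genes passed without the minimum and between 32 and 42 passed with it. Cxcr4 had the lowest log2 fold change of the 7 lower genes, at -1.31 (standard error 0.0437, limma adjusted p = 1.04e-06), falling from 90.7 ± 4.16 FPKM (SD, n = 3) in Ctrl to 35.9 ± 1.13 FPKM (SD, n = 3) in DNP. Of the same 7, Ppp1r35 was at 7.78, 3.53 and 1.37 FPKM in the 3 DNP samples and LOC100911840 at 1.69, 0 and 1.69 FPKM, and neither passed the adjusted p threshold with the pseudocount of 0.1.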

The top 36 upregulated genes are shown in Fig. 1E. 

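The 36 genes of Fig. 1E were looked up by symbol, reading the labels PIK3 and Zswm4 as Plk3 and Zswim4. Of these, 34 were tested, and all 34 were higher in DNP samples at a limma adjusted p of at most 0.05. The same 34 passed when p-values were adjusted over this list alone. The authors chose these genes as upregulated in the same samples, so their passing is no independent test. Their log2 fold changes ran from 0.50 to 5.20, and 28 reached 1. Among the 5021 tested genes that rose, 29 of the 34 were within the first 36 by log2 fold change and 21 were within the first 36 by p-value. On the log2(FPKM + 1) scale the largest increases were those of Egr1, Fosb and Egr3. They were followed by Nr4a3 with a log2 fold change of 2.05 (standard error 0.102, limma adjusted p = 8.25e-06) and Il3 with 2.02 (standard error 0.0818, limma adjusted p = 2.47e-06). Ratios of mean FPKM, which the pseudocount does not hold down, gave another order. They were 46.4 for Egr1, 32.8 for Fosb, 32.1 for Egr2, 23.0 for Nr4a3 and 18.0 for Egr3. Emp1 (5.89) and Il4 (5.28) also had larger ratios than Il3 (4.81). The 6 tested genes below 1 were Slc35b4, Gtf2h4, RGD1560455, Gtf3c3, Rad54l2 and Hipk2, between 0.50 and 0.99. The ratios of their mean FPKM ran from 2.02 for Hipk2 to 2.26 for Slc35b4, so the pseudocount held them below 1. LOC103689931 was the least precise of the 34, with 154, 42.6 and 109 FPKM in the 3 DNP samples against 22.7, 25.0 and 31.3 FPKM in the Ctrl samples. LOC103693608 and LOC103690173 were below the filter. Both were listed at 0 in the 3 Ctrl samples. LOC103693608 had 0.740, 0.740 and 2.76 FPKM in the DNP samples, and LOC103690173 had 0, 0.770 and 1.68 FPKM.

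**Figure D1:**
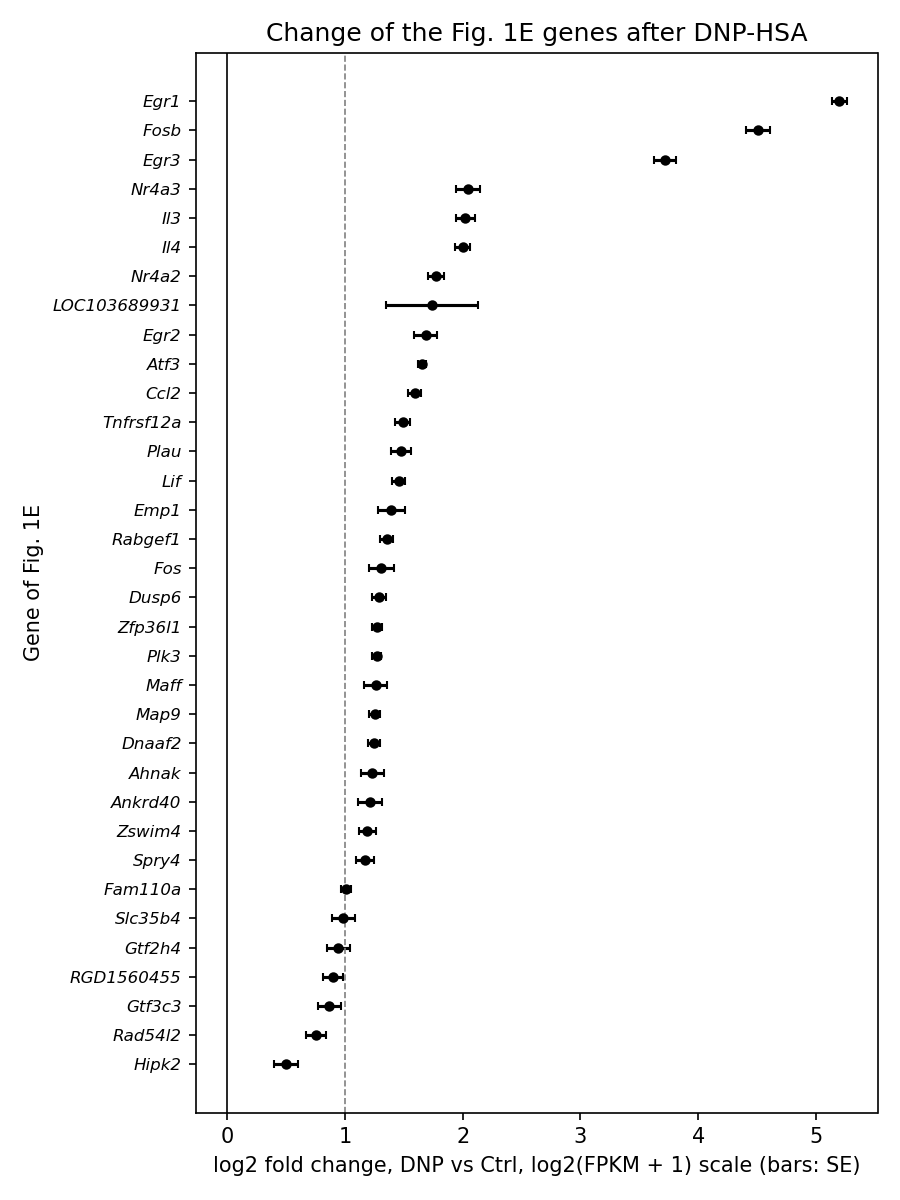
Log2 fold change (horizontal axis, DNP vs Ctrl, log2(FPKM + 1) scale) of the 34 tested genes of Fig. 1E, with points for estimates, bars for standard errors and a dashed line at 1. Egr1, Fosb and Egr3 lie above 3.7, apart from the other genes, and 6 genes lie below the dashed line. The pseudocount of 1 holds down genes with low FPKM.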

Functional enrichment analysis indicated that there were functionally distinct modules within each group (Additional file 1: Figures S2 and S3).

**Fig. 1:**
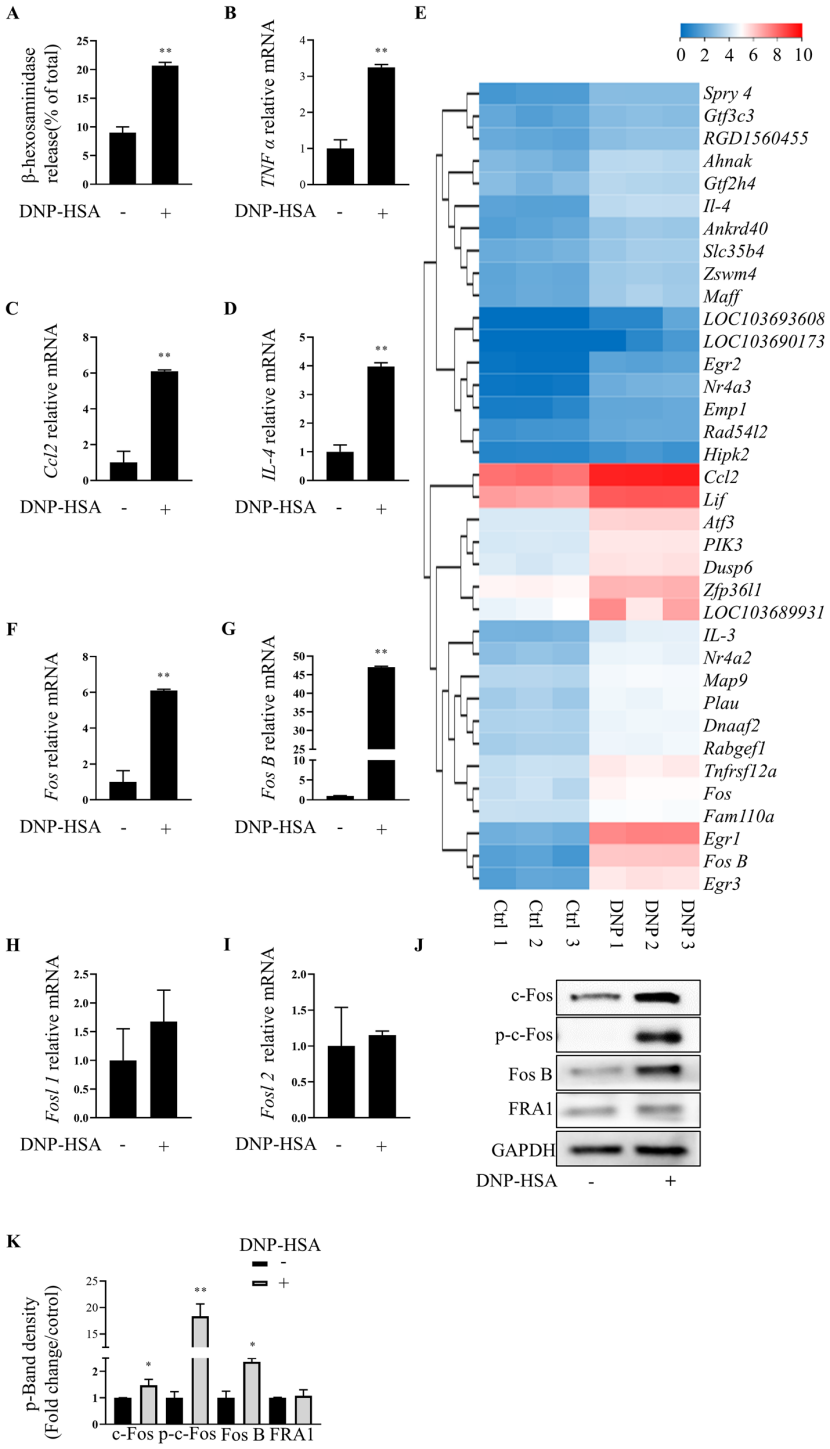
c-Fos expression is elevated in IgE-stimulated MCs. **A** IgE-sensitized RBL-2H3 were stimulated by DNP-HSA for 30 min, β-hexosaminidase released into the supernatant was measured. **B**–**D** IgE-sensitized RBL-2H3 were stimulated by DNP-HSA for 4 h, the gene expression of pro-inflammatory cytokines TNF α, Ccl2 and IL 4 was analyzed by RT-PCR. **E** Heatmap of 36 selected DEGs. **F**–**I** The gene expression of Fos family (c Fos, Fos B, Fosl1, Fosl2) was determined by RT-PCR. **J** Western blot for c-Fos family protein members (c Fos, p-c Fos, FRA 1, Fos B). **K** Band signals were analyzed by Image J software. Data summarize three independent experiments; *p < 0.05 **p < 0.01 vs. nontreated activated cell

RT-qPCR assays demonstrated increased mRNA levels of *cFos* (Fig. 1F) and *FosB* (Fig. 1G) in stimulated RBLs (both *p* < 0.01), with unchanged *Fosl1* (Fig. 1H) and *Fosl2* (Fig. 1I) levels (both *p* > 0.05). Western blotting showed that activated MCs had significantly upregulated c-Fos and FosB after treatment with DNP-HSA (Fig. 1J), together with increased phosphorylation of c-Fos at Ser32 (Fig. 1J).

### c-Fos upregulates EGR1 transcription through EGR1 promoter binding

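In the RNA-seq samples, Egr3 rose from 2.50 ± 0.408 FPKM (SD, n = 3) in Ctrl to 44.9 ± 2.85 FPKM (SD, n = 3) in DNP, a log2 fold change of 3.72 (standard error 0.0905, limma adjusted p = 1.55e-07). Il4 rose from 2.33 ± 0.118 to 12.3 ± 0.514 FPKM (SD, n = 3 each), a log2 fold change of 2.00 (standard error 0.065, limma adjusted p = 9.82e-07). Ccl2 was expressed far more strongly in both groups and rose from 224 ± 16.0 to 677 ± 30.8 FPKM (SD, n = 3 each), a log2 fold change of 1.59 (standard error 0.0552, limma adjusted p = 1.16e-06). Egr2 was close to 0 in Ctrl, at 0.0767 ± 0.0379 FPKM (SD, n = 3), and reached 2.46 ± 0.168 FPKM (SD, n = 3) in DNP. Its log2 fold change of 1.69 (standard error 0.0947, limma adjusted p = 1.91e-05) is held down by the pseudocount. For each of these 4 genes, every DNP sample was higher than every Ctrl sample (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). With each sample left out in turn, the log2 fold change stayed between 3.62 and 3.78 for Egr3, between 1.98 and 2.03 for Il4, between 1.55 and 1.65 for Ccl2 and between 1.67 and 1.71 for Egr2.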

Network analysis suggested c-Fos protein–protein interactions with a number of MC activation-associated proteins, including early growth response 1 (Egr1), Egr2, Egr3, IL-4, and Ccl2 (Fig. 2A). 

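Egr1 had the largest log2 fold change and the smallest adjusted p of all genes tested in DNP vs Ctrl. It was at 3.59, 4.00 and 3.35 FPKM in the 3 Ctrl samples and at 158, 176 and 174 FPKM in the 3 DNP samples. The means were 3.65 ± 0.329 FPKM (SD, n = 3) and 169 ± 9.59 FPKM (SD, n = 3), a ratio of 46.4. The log2 fold change was 5.20 (standard error 0.0631, limma adjusted p = 1.87e-09), and it stayed between 5.15 and 5.25 with each sample left out in turn. The groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest p this design allows).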

Subsequently, qRT-PCR and western blot analyses showed that IgE/Ag-stimulated MCs had increased *Egr1* mRNA and EGR1 protein levels, compared to non-stimulated MCs (Fig. 2B, C), consistent with our RNA-Seq data. Treatment with shFos decreased EGR1 mRNA and protein levels, compared to non-treated controls (NCs) (Fig. 2D, E). To verify that EGR1 is activated by c-Fos in MCs, we obtained the first three Fos-binding sequences within the *Egr1* promoter from JASPAR (Fig. 2F). A ChIP assay confirmed that Fos binds the *Egr1* promoter (Fig. 2G).

**Fig. 2:**
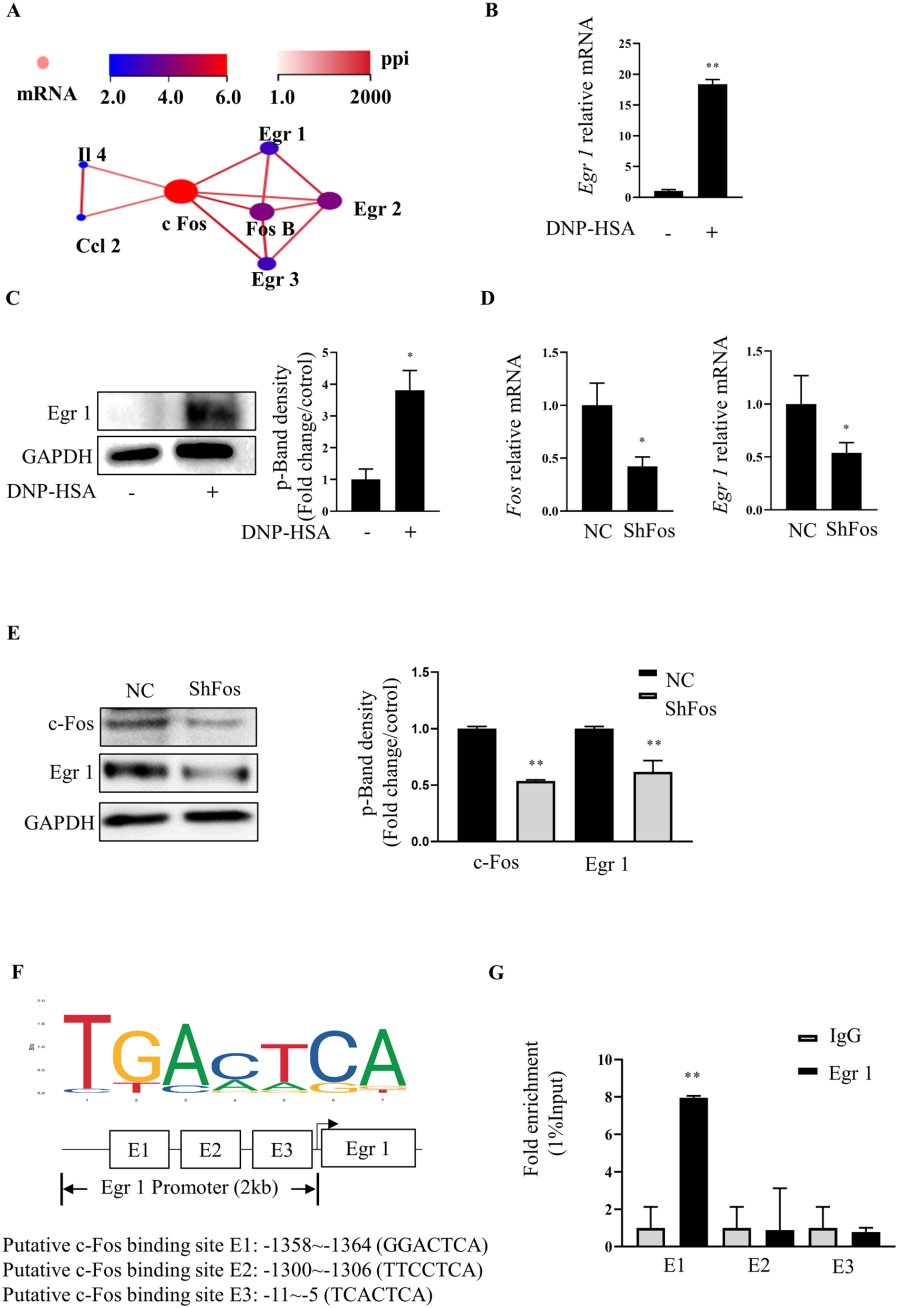
Fos up-regulates transcriptionally the EGR1 expression through binding to EGR1 promoter. **A** Protein–protein interaction (PPI) network. **B**, **C** The gene expression of pro-inflammatory cytokines Egr 1 was analyzed by RT-PCR and Western blot. **D**, **E** RT-PCR and Western blot analysis of Egr 1 expression in RBL‑2H3 cells transfected with ShRNA‑Fos. **F** c Fos binding site on the Egr 1 promoter region was predicted by consulting the JASPAR database. **G** Interaction of c Fos with Egr 1 promoter region was validated by CHip assay. *p < 0.05 **p < 0.01. Sh-NC, negative control

### Inhibition of c-Fos/AP1 attenuates IgE-mediated MC activation in vitro

The chemical structure of T-5224, a selective c-Fos/AP1 inhibitor, is shown in Fig. 3A. Cell viability assays showed that ≤ 50 µM T-5224 exposure for 24 h did not have cytotoxic effects on RBLs (Fig. 3B). Thus, we used ≤ 50 μM T-5224 for our in vitro experiments. Luciferase reporter (Luc) assays performed to detect off-target versus selective AP1-inhibitory effects showed that T-5224 reduced AP1-Luc activity (Fig. 3C). In DNP-HSA-activated RBLs, T-5224 reduced β-hexosaminidase release (IC_50_: 18.30 ± 1.48 µM; Fig. 3D) and suppressed IL4 release (Fig. 3E). T-5224 reduced activation-associated cytomorphological changes, including elongation and F-actin decomposition (Additional file 1: Figure S4).

**Fig. 3:**
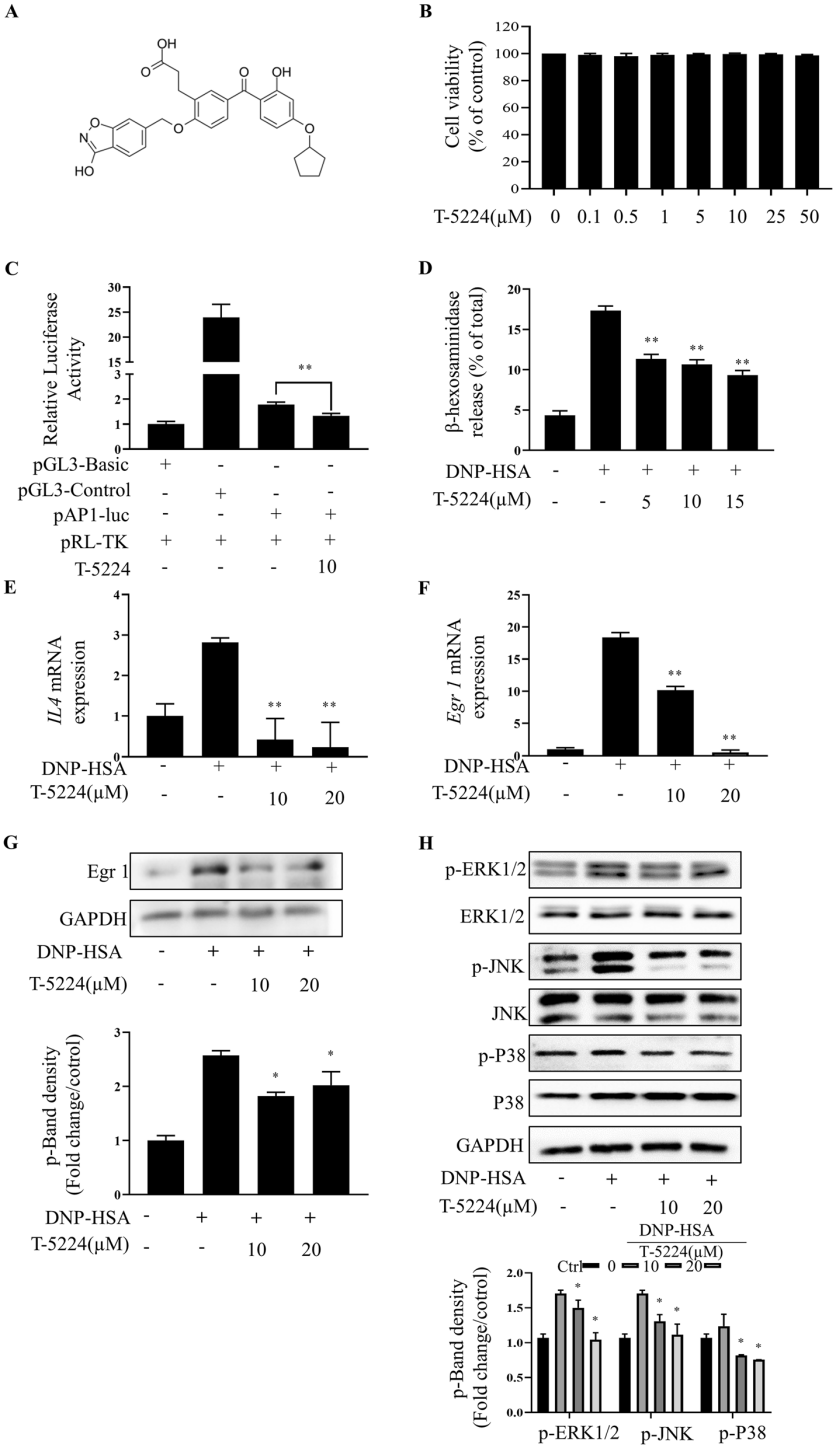
The transcription factor c-Fos/AP-1 inhibitor T-5224 shows its anti-allergic effects on IgE/Ag activated RBL-2H3 cells. **A** Chemical structure of T-5224. **B** RBL-2H3 was incubated with T-5224 (0.1–50 μM). After 24 h, cell viability was measured by performing the CCK-8 assays. **C** Dual luciferase reporter assays performed to detect the selective inhibitory effects on AP1 signaling pathway in MCs. **D** IgE-sensitized RBL-2H3 were pre-incubated for 1 h with indicated concentration of T-5224 and then stimulated with DNP-HSA for 30 min; β-Hexosaminidase released into the supernatant was measured. **E**, **F** The gene expression of pro-inflammatory cytokines IL-4 and Egr 1 was analyzed by RT-PCR. **G**, **H** Total protein was extracted, and the protein samples were analyzed by western blotting using specific antibodies (Egr 1, ERK, p-ERK, JNK, p-JNK, p38, p-p38). The band shown is representative of three independent experiments. Band signals (left panel) were analyzed by Image J software and the fold increase of signal levels compared with the Ctrl group was measured (right panel). Ctrl: control group without DNP-HSA treatment. Data summarize three independent experiments; *p < 0.05 **p < 0.01 vs. nontreated activated cell

Regarding AP1-inhibition effects on MC activation signaling, qRT-PCR and western blot analyses showed that T-5224 pretreatment decreased transcription and translation of EGR1 in IgE-stimulated RBLs, with the effect being stronger with the high dose (20 µM) than with the low dose (10 µM) (Fig. 3F, G). Western blot analysis showed that T-5224 inhibited activation of MAPKs (p38, JNK, and ERK) in activated RBLs, as evidenced by decreased levels of p-p38, p-JNK and p-ERK1/2 (Fig. 3H), with the high dose resulting in more pronounced reductions.

T-5224 (0.1–50 μM) did not affect BMMC viability (Fig. 4A). T-5224 inhibited release of β-hexosaminidase (IC_50_: 14.51 ± 0.44 µM; Fig. 4B) and histamine (Fig. 4C) in IgE/Ag-stimulated BMMCs. T-5224 pretreatment reduced *IL4* mRNA, IL4 secretion, and *Egr1* mRNA expression with the high-dose treatment producing more pronounced effects than the low-dose treatment (Fig. 4E–G). Concomitantly, T-5224 pretreatment inhibited activation of all three MAPK pathways (Fig. 4F).

**Fig. 4:**
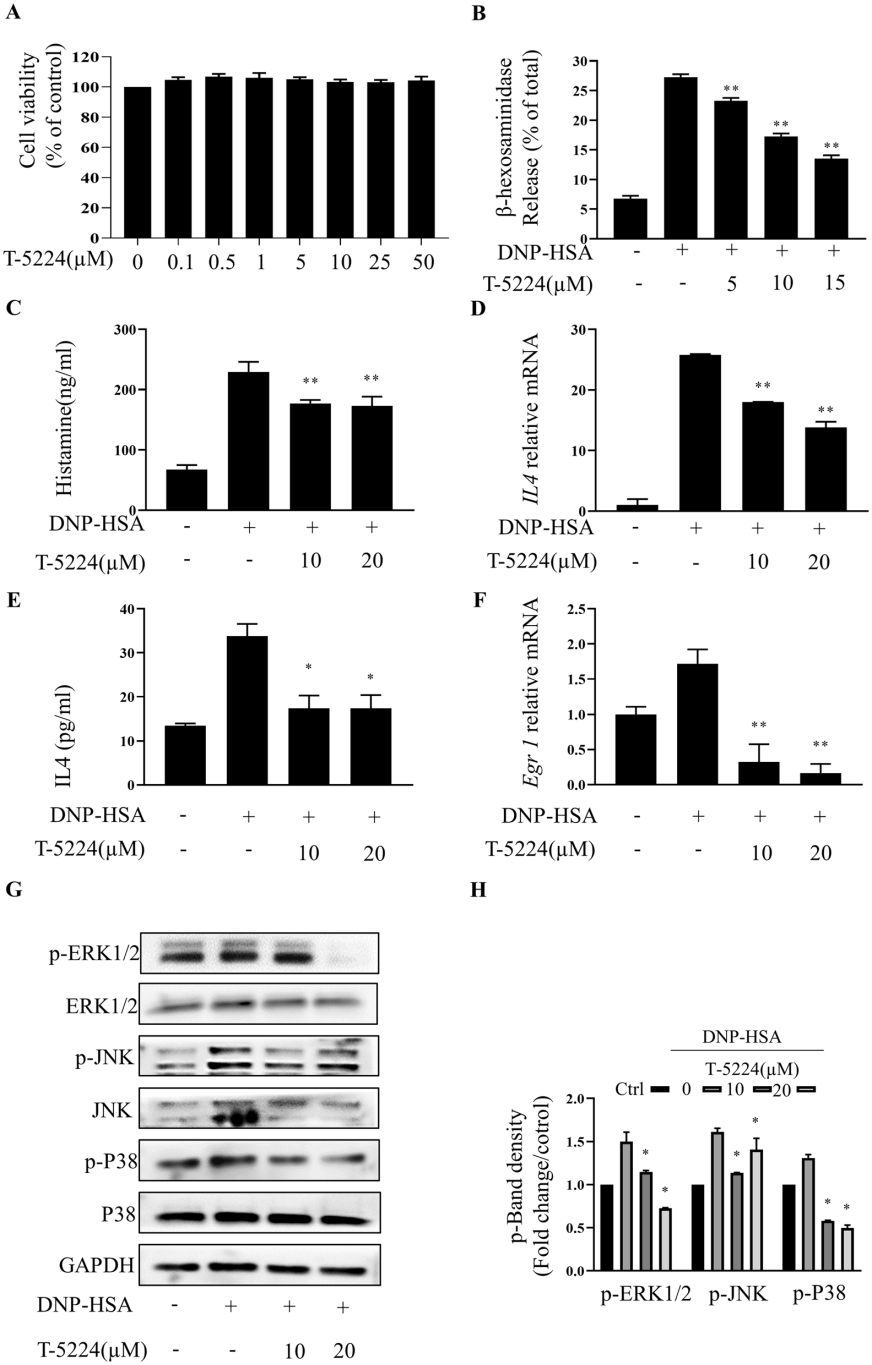
T-5224 attenuates IgE-mediated BMMCs activation. **A** RBL-2H3 was incubated with T-5224(0.1–50 μM). After 24 h, cell viability was measured by performing the CCK-8 assays. IgE-sensitized BMMCs were pre-incubated for 1 h with indicated concentration of T-5224 and then stimulated with DNP-HSA for 30 min; β-hexosaminidase (**B**) and histamine (**C**) released into the supernatant was measured. **D** The gene expression of inflammatory cytokine IL-4 was determined by RT-PCR. **E** The secretion of inflammatory cytokines IL-4 was measured by ELISA. **F** The gene expression of Egr 1 was determined by RT-PCR. **G**, **H** Total protein was extracted, and the protein samples were analyzed by western blotting using specific antibodies (Egr 1, ERK, p-ERK, JNK, p-JNK, p38, p-p38). The band shown is representative of three independent experiments. Band signals (left panel) were analyzed by Image J software and the fold increase of signal levels compared with the Ctrl group was measured (right panel). Ctrl: control group without DNP-HSA treatment. Data summarize three independent experiments; *p < 0.05 vs. nontreated activated cell

### T-5224 inhibits IgE-mediated PCA in vivo

As shown in Fig. 5, IgE/Ag stimulation induced robust in vivo PCA reactions, evidenced by dye diffusion, ear thickening, and dye extrusion from injected ears. T-5224 attenuated these responses, as shown by decreased dye diffusion (Fig. 5A, B), reduced ear thickness (Fig. 5C), and diminished dye extrusion (Fig. 5D) compared to the activated group not given T-5224. The effects of T-5224 resembled those of the anti-allergy drug ketotifen.

**Fig. 5:**
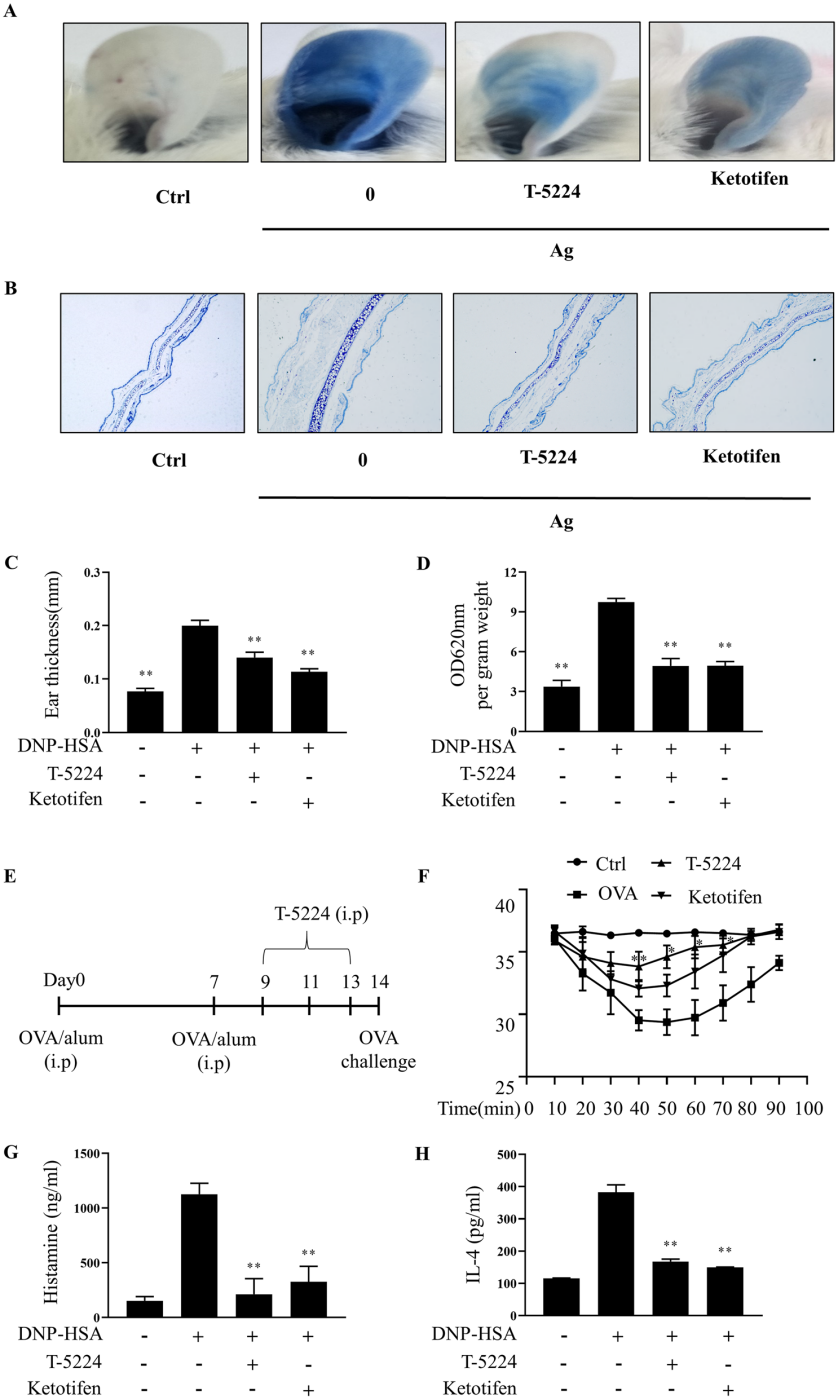
T-5224 inhibits IgE-mediated allergic response in PCA and ASA model. In a PCA test, Balb/c mice were injected intradermally with anti-DNP IgE for 24 h and with intravenous DNP-HSA containing Evans blue. **A**, **B** The representative images of ears and photomicrographs of ear sections were stained with toluidine blue as shown. **C** Ear thickness was measured. **D** The dye extracted from the ear was detected using a spectrophotometer. **E** ASA model protocol (n = 6/group). Ketotifen was used as a positive control treatment. **F** Rectal temperatures were measured every 10 min for 1.5 h. Blood was obtained from the abdominal vein of each mouse to measure serum histamine, IL-4. Serum histamine (**G**) and IL-4 levels (**H**) were determined by ELISA. Means ± SDs of 3 independent experiments are shown; *p < 0.05 vs. non-treated mice

### T-5224 attenuates MC-induced allergic reaction in OVA-induced ASA model

To establish the OVA-induced allergy model (Fig. 5E), mice were sensitized with repeat administrations of OVA Ag plus alum adjuvant; then an allergic reaction was induced with an OVA challenge (Fig. 5E). During the 90-min post-OVA challenge period, rectal temperatures of control mice decreased over 40–50 min, and then recovered. This reduction was attenuated by injection of T-5224 or ketotifen (positive control) (Fig. 5F). Notably, 80 min after the challenge induction, the mean rectal temperature for the OVA-sensitized group remained low (29.36 ± 0.93 °C) whereas that of the T5224-treated OVA-sensitized group (34.60 ± 0.83 °C) was similar to that of non-sensitized controls. Concomitantly, serum histamine levels increased after the OVA challenge (non-sensitized control group, 1126 ± 81 ng/mL) and this increase was diminished significantly by T-5224 (211 ± 122 ng/mL) (Fig. 5G). The similar result was found in the serum IL4 levels (Fig. 5H).

### T-5224 suppresses OXA-induced atopic dermatitis symptoms in mice

The atopic dermatitis model mice exhibited marked ear skin thickening and these dermatitis symptoms were attenuated by T-5224 (*p* < 0.01; Fig. 6A, B). Toluidine blue staining showed that the infiltration of mast cells in the dermis was observed in the dermis of the control group. The number of mast cells in the ear dermis was decreased significantly after T-5224 treatment (*p* < 0.01; Fig. 6C, D). In addition, increased the permeability of blood vessels in allergic skin allowed eosinophils to infiltrate into tissue. H&E staining revealed that eosinophil infiltration of the ear skin was attenuated by treatment in the T-5224 groups compared with the AD group (*p* < 0.01; Fig. 6E, F). The results indicated T-5224 had a protective effect against OXA‑induced AD in mice.

**Fig. 6:**
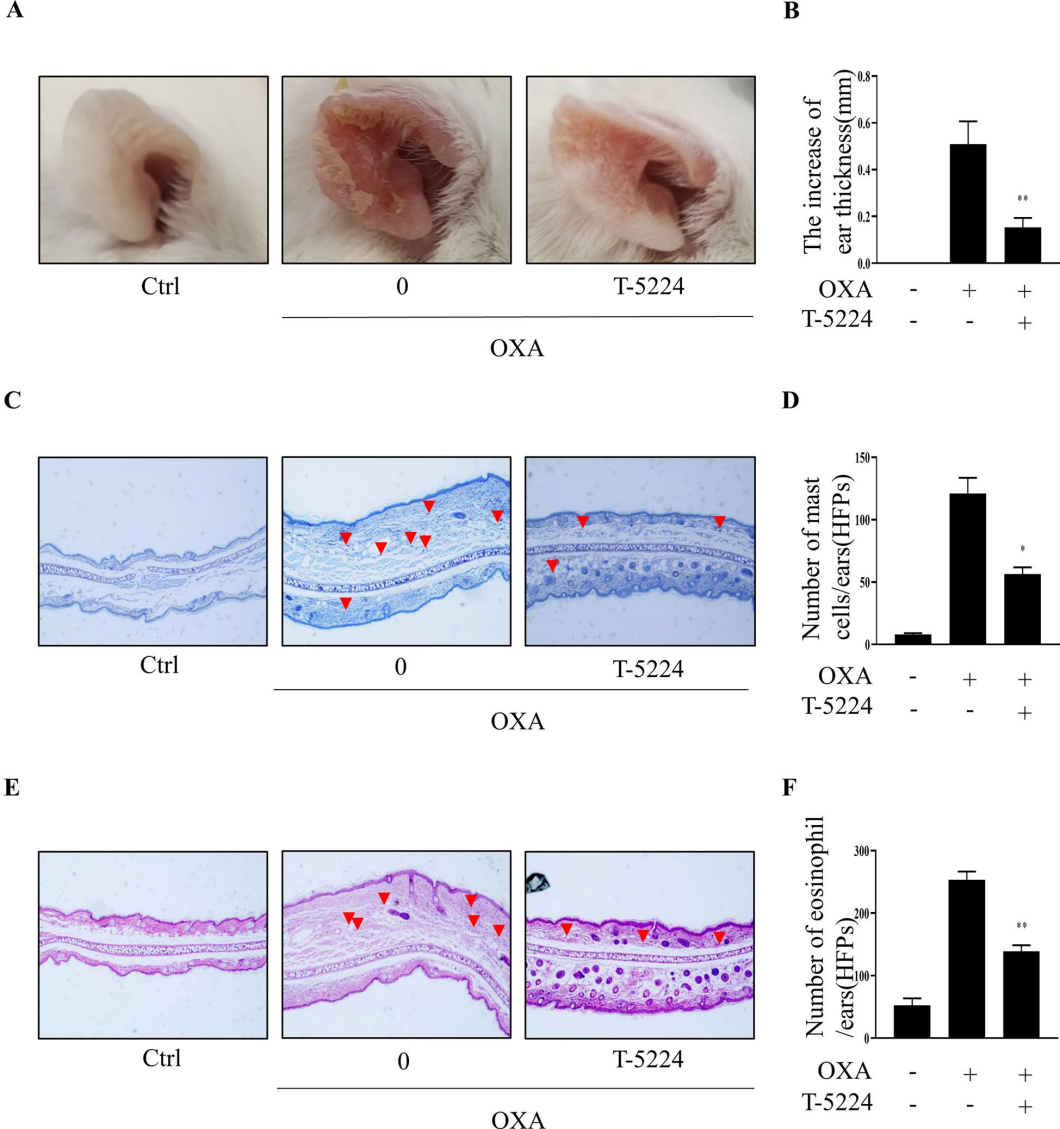
T-5224 suppresses MCs activation mediated AD induced by OXA in mice. **A** Clinical features of AD-like skin lesions treated with T-5224. **B** T-5224 attenuates ear swelling in OXA-induced AD-like ear lesions. **C** Mast cell infiltration (red arrows) stained with toluidine blue in ear, **D** mast cells measured under 10–10 high-power fields (HPFs) in ear. **E** Eosinophil infiltration (red arrows) in ear, determined by hematoxylin and eosin (H&E) stain, **F** the number of eosinophils infiltrating the ear skin measured under 10–10 high-power fields (HPFs). *p < 0.05, **p < 0.01 vs. nontreated mice

## Discussion

We confirmed that DNP-HSA triggered MC degranulation, as evidenced by β-hexosaminidase release and upregulation of allergic reaction-related genes, thereby confirming the validity of our IgE-activated RBL model of activated MCs [36]. Transcriptome analysis revealed that *cFos* and *FosB* were upregulated by DNP-HSA stimulation of RBLs. 

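Fos was at 13.0 ± 2.16 FPKM (SD, n = 3) in Ctrl and 33.6 ± 2.12 FPKM (SD, n = 3) in DNP samples, a log2 fold change of 1.31 (standard error 0.104, limma adjusted p = 1.31e-04). Fosb started lower and rose further, from 2.09 ± 0.472 to 68.6 ± 1.32 FPKM (SD, n = 3 each), a log2 fold change of 4.50 (standard error 0.102, limma adjusted p = 1.09e-07). With each sample left out in turn, the log2 fold change stayed between 1.19 and 1.42 for Fos and between 4.38 and 4.60 for Fosb. Fosl2 was as abundant as Fos in the DNP samples but did not differ between the groups beyond the spread of the replicates, with 38.0 ± 1.41 FPKM in Ctrl and 35.8 ± 3.40 FPKM in DNP (SD, n = 3 each) and a log2 fold change of -0.09 (standard error 0.0651, limma adjusted p = 0.341). Fosl1 was below the filter in all samples, at 0.110 ± 0.0656 FPKM in Ctrl and 0.317 ± 0.0462 FPKM in DNP (SD, n = 3 each), and was not tested by limma. Every DNP sample was higher than every Ctrl sample for Fos, Fosb and Fosl1 (two-sided exact permutation test, p = 0.1 for each, the smallest p for 3 against 3).

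**Figure D2:**
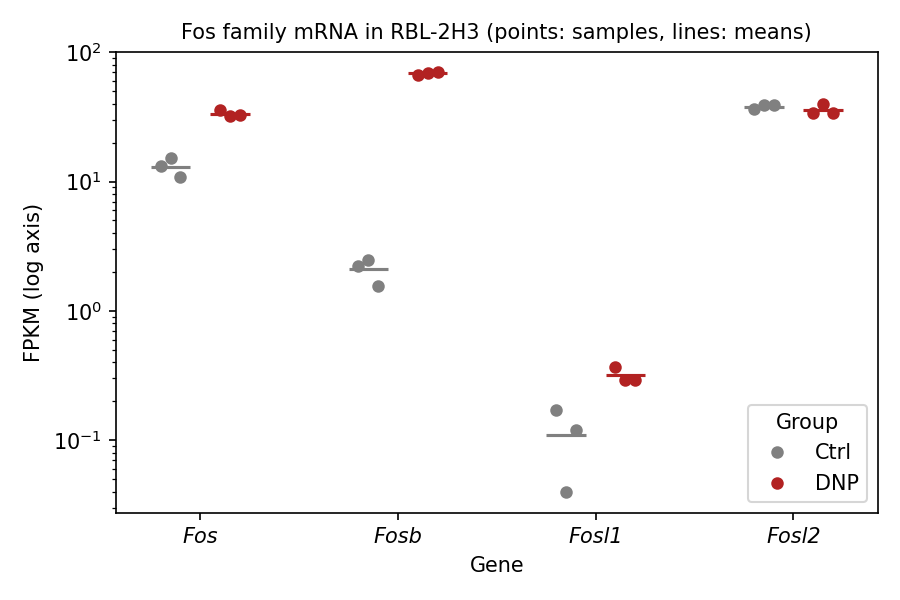
FPKM (log axis) of Fos, Fosb, Fosl1 and Fosl2 in each of the 3 Ctrl and 3 DNP samples, with points for samples and lines for means. The Fos and Fosb points of the groups are apart, those of Fosl2 overlap, and Fosl1 stays below 0.4 FPKM.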

Stimulated RBLs had increased c-Fos phosphorylation. Inhibition of c-Fos/AP1 with T-5224 reduced degranulation, suppressed MC activation-associated morphological changes, and attenuated MC activation effects on IL4 and EGR1 expression. IgE/Ag-stimulated MCs showed upregulation of EGF1, both transcriptionally and translationally, that could be attenuated by suppression of c-Fos activity. We demonstrated in a ChIP assay that Fos bound the *Egr1* promoter region, indicating that *Egr1* transcription was likely activated by c-Fos binding its promoter during MC activation. Furthermore, T-5224 pretreatment decreased EGF1 transcription and translation and inhibited MAPK activation in activated MCs. Finally, in multiple models, T-5224 had a protective effect against the development of allergic responses including swelling, body temperature reduction, histamine release, and infiltration of MCs and eosinophils.

MCs represent a potential therapy target to alleviate allergic reactions [37]. Extending prior findings implicating *Fos* upregulation in IgE/FcεRI-activated MCs [13], we demonstrated that IgE/Ag treatment enhances c-Fos transcription and translation, and that c-Fos acts on the *Egr1* promoter to upregulate EGR1 expression. EGR1 is a zinc-finger transcription factor that regulates the expression of various inflammatory cytokines following FcεRI activation, including TNF, IL6, IL13, and IL4 [38, 39].

Previously, EGR1 was shown to induce IL4 secretion in FcεRI-activated MCs by binding the *Il4* promoter [21]. IL4 enhances IgE-mediated MC responses and is a necessary mediator of allergy development [20, 40]. IL4 is critical for directing Th2 cell differentiation and B cell antibody class switching to allergenic IgEs [41]. FcεRI-mediated MC-derived IL4 production is important for allergy pathogenesis [42]. Our results indicating that c-Fos binding of the *Egr1* promoter can drive EGR1 expression are consistent with a new cFos/Egr1/IL-4 axis of MC activation.

AP1 activity is positively associated with the development of IgE-mediated allergic diseases, and AP1 inhibition can suppress allergic asthma symptoms [43–46]. To examine the allergenic role of AP1, we employed T-5224, a selective c-Fos/AP1 inhibitor produced by Aikawa et al. based on the crystal structure of the AP1-DNA complex [47]. T-5224 has been shown to suppress collagen-induced arthritis [47], lipopolysaccharide-induced liver/kidney injury [48, 49], intervertebral disc degeneration and associated pain [50], and breast cancer [51]. However, it was not known whether T-5224 may impede MC-induced allergic responses.

Our results showing that T-5224 reduced FcεRI-mediated degranulation in MCs were similar to previously reported effects of palbociclib (cyclin-dependent kinase inhibitor) and tozasertib (Aurora kinase inhibitor) [22, 52]. Mechanistically, T-5224 decreased IgE/Ag-induced expression of EGR1 and IL4 and also blocked MAPK activation in activated MCs. A variety of established medicines, including omeprazole (proton pump inhibitor) [7], tozasertib [52], and berberine (adenosine monophosphate-activated protein kinase stimulator) [53] inhibit MC activation-associated MAPK signaling. Meanwhile, T-5224 did not affect maturation of precursor cells into MCs (Additional file 1: Figure S5). Together, these data support exploration of T-5224 for potential repurposing as a MC activation inhibitor. We proceeded to conduct in vivo studies in murine models of allergic disease employing doses appropriate for clinical application (30–300 mg/kg).

Previously, oral administration of T-5224 (30 mg/kg per day for 3 weeks) was shown to resolve collagen-induced arthritis in a preclinical model [47]. Additionally, oral administration of T-5224 (300 mg/kg) has been shown to ameliorate lipopolysaccharide-induced liver/kidney injury in mice through a mechanism that involves reducing production of proinflammatory cytokines [48, 49]. T-5224 was developed into a potential therapeutic agent for rheumatoid arthritis and has advanced into phase-II clinical trials [54]. The major metabolites of T-5224, glucuronides, occur predominantly in the liver [55]. The T-5224 treatments employed in our PCA and ASA model mice, which translate to a 60-mg/kg dose, showed robust effectiveness without signs of cytotoxicity. We proceeded to test T-5224’s ability to suppress MC activation in a model of atopic dermatitis, which is characterized by MC activation and intra-dermal infiltration of MCs that release vasoactive and proinflammatory mediators [56, 57]. T-5224 attenuated MC and eosinophil infiltration in OXA‑induced allergic skin, consistent with a protective effect against allergic dermatitis.

In conclusion, the present experiments demonstrated a previously unknown molecular mechanism whereby IgE/Ag promotes MC activation via a c-Fos/Egr1/IL4 axis. The c-Fos/AP1 inhibitor T-5224 reduced MC degranulation and cytokine production and attenuated allergic responses in vivo. The ability of T-5224 to inhibit MC degranulation and allergic disease presentation suggest that it should be considered as a candidate for repurposing into an allergic/inflammatory disease pharmacotherapy. Clinical trials aimed at determining the anti-allergy efficacy and toxicity of T-5224 are warranted.

## Supplementary Information

**Additional file 1.** **Supplementary Materials and methods 1.1**. Toluidine blue and F-actin staining. **Supplementary Materials and methods 1.2**. MC differentiation assay. **Figure S1**. Volcano plot of RNA-seq data. **Figure S2**. Results of KEGG pathway analysis of upregulated DEGs. **Figure S3**. Results of GO enrichment analysis of upregulated DEGs. **Figure S4**. T-5224 reduces morphological changes in stimulated MCs. **Figure S5**. Non-effect of T-5224 on maturation of precursor cells to MCs. **Table S1**. Primers sequences for quantitative real-time PCR.

## Data Availability

The datasets used and/or analysed during the current study are available from the corresponding author on reasonable request.

## Abbreviations

AD: Atopic dermatitis
Ag: Antigen
AP-1: Activator protein 1
ASA: Active systemic anaphylaxis
BMMC: Bone marrow-derived mast cell
DNP: Dinitrophenol
Egr 1: Early growth response factor 1
ERK1/2: Extracellular signal-regulated kinase 1/2
FITC: Fluorescein isothiocyante
FcεRI: High-affinity IgE Fc receptor
GAPDH: Glyceraldehyde 3-phosphate dehydrogenase
HSA: Human serum albumin
Ig: Immunoglobulin
JNK: C-Jun N-terminal kinase
MAPK: Mitogen-activated protein kinase
MC: Mast cell
OVA: Ovalbumin
OXA: Oxazolone
PCA: Passive cutaneous anaphylaxis

# Supplementary material for: Inhibition of c-Fos expression attenuates IgE-mediated mast cell activation and allergic inflammation by counteracting an inhibitory AP1/Egr1/IL-4 axis
**Source:** J Transl Med. 2021 Jun 15;19:261. doi: 10.1186/s12967-021-02932-0

**Additional file 1**

**Supplemental information**

Inhibition of c-Fos expression attenuates IgE-mediated mast cell activation and allergic inflammation by counteracting an inhibitory AP1/Egr1/IL-4 axis

Hui-Na Wang^†^, Kunmei Ji^†^, Li-Na Zhang, Chu-Chu Xie, Wei-Yong Li, Zhen-Fu Zhao, Jia-Jie Chen^*^

^†^ These authors have contributed equally to this work.

**Inventory of Supplementary information:**

Supplementary Materials and methods

Supplementary Figures S1-S5

Supplementary Tables S1

1. **Supplementary Materials and methods**

*1.1 Toluidine blue and F-actin staining*

Anti-DNP IgE (50 ng/ml)-sensitized RBLs (1.2 × 10^5^ cells/well in 24-well plates) were treated and incubated as for the β-hexosaminidase release assay. They were stimulated with DNP-HSA for 30 min and fixed with 4% paraformaldehyde in PBS for 30 min at room temperature. For toluidine blue staining, fixed cells were stained with 300 μl of toluidine blue dye (1% w/v in 0.9% saline, pH 2.5) for 30 min. For F-actin staining, fixed cells were washed with PBS and then permeated with 0.1% Triton-X100 PBS for 3 min. Stained cells were observed with inverted microscope (Carl Zeiss, Goettingen, Germany).

*1.2 MC differentiation assay*

Cells were treated with 20 µM T-5224. Culture media were changed every 3 d and differentiation was assessed every 6 d. The percentage of c-Kit and FcεRIa double-positive cells were measured by flow cytometry (CytoFLEX, Beckman Coulter, Miami, FL) using the fluoresce-labelled antibodies CD177-PE and FcεRIα-APC (Miltenyi Biotec GmbH, Bergisch Gladbach, Germany).

1. **Supplementary figure legends**

**Figure S1*. Volcano plot of RNA-seq data.*** Scatterplot of gene expression levels measured by RNA-seq analysis in non-stimulated RBLs that were treated, or not, with DNP-HSA for 4 h. DEGs (Q ≤ 0.05) are shown with red (upregulated, n = 16) and blue (down-regulated, n = 75) dots.

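A volcano plot sets the log2 fold change of each gene on the horizontal axis against the strength of its test on the vertical axis. The coloured dots of Figure S1 lie beyond an absolute log2 fold change of 1, a limit that its legend does not name, so a gene could have Q ≤ 0.05 and remain uncoloured. In limma on log2(FPKM + 1), the median log2 fold change of all tested genes was -0.01, so the bulk of the genes was centred near 0.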

**Figure S2. *Results of KEGG pathway analysis of upregulated DEGs.*** Scatterplot of gene expression levels measured by RNA-seq in non-stimulated RBLs treated (or not) with DNP-HSA for 4 h.

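A KEGG pathway analysis asks whether the genes of a list fall into a curated pathway more often than genes drawn from a background set. Its result depends on the list of upregulated DEGs and on the background. In Figure S2 each bar is the -log of the Q-value of a pathway and each point on the line is the number of genes of the list in it. Pathway membership was not used here.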

**Figure S3. *Results of GO enrichment analysis of upregulated DEGs.*** Scatterplot of gene expression levels measured by RNA-seq in non-stimulated RBLs treated (or not) with DNP-HSA for 4 h.

**Figure S4. T-5224 reduces morphological changes in stimulated MCs.** Anti‑DNP IgE‑sensitized RBLs were pretreated (or not) with T-5224 for 1 h and then challenged with DNP‑HSA (50 ng/ml) for 30 min. (A) Representative images of RBLs stained with toluidine blue. (B) Statistical data from three independent experiments. (C) Representative images of RBLs stained with FITC-phalloidin. (D) Statistical data from three independent experiments. **p* < 0.05 ***p* < 0.01 vs. nontreated activated RBLs.

**Figure S5. Non-effect of T-5224 on maturation of precursor cells to MCs.**

(A) Scatter diagrams of MC flow cytometry analysis. Murine myeloid precursor cells from bone marrow were cultured for 6 wks with T-5224 in the presence of mIL-3 and mSCF. Cells were labelled with anti-c-KIT and anti-FcεRIα. Flow cytometric analysis was performed every 6 d. (B) Effects of T-5224 on percentages of c-KIT+ FcεRIα+ MCs. Three repeated mouse experiments with similar results were carried out; **p* < 0.05, ***p* < 0.01 vs. untreated group, one-way ANOVA.

1. **Table S1. Primers sequences for quantitative real-time PCR**

**Table S1. Primers sequences for quantitative real-time PCR**

| \| Genes \| Forward(5′-3′) \| Reverse (5′-3′) \| \| --- \| --- \| --- \| |
| --- | --- | --- | --- |
| \| *Rat GAPDH* \| GGCACAGTCAAGGCTGAGAATG \| ATGGTGGTGAAGACGCCAGTA \| \| --- \| --- \| --- \| |
| \| *Rat TNFα* \| CCCTGTTCTGCTTTCTCA \| GTTCTCCGTGGTGTTCCT \| \| --- \| --- \| --- \| |
| \| *Rat Ccl2* \| GCAGAGACACAGACAGAGG \| CCAGAAGCGTGACAGAGA \| \| --- \| --- \| --- \| |
| \| *Rat Il4* \| GAGGACCAGAACGAGACA \| CCAGAAGCGTGACAGAGA \| \| --- \| --- \| --- \| |
| \| *Rat Fos* \| CGGTCAAGAACATTAGCAACAT \| GAACCAGACAGGTCCACATC \| \| --- \| --- \| --- \| |
| \| *Rat Fos B* \| CACTTCCTCGTTTGTCCTCAC \| TCTTCCTCCTCCTCGTTCCT \| \| --- \| --- \| --- \| |
| \| *Rat Fosl 1* \| CGGAGGTTCATCTGGAGAGG \| GCTGCGGTTCTGACTCACT \| \| --- \| --- \| --- \| |
| \| *Rat Fosl 2* \| CAGTGATTACCTCCATGTCCAA \| CGACGCTTCTCCTCCTCTT \| \| --- \| --- \| --- \| |
| \| *Rat Egr1* \| CGCTGGTGGAGACAAGTTATC \| GCTGAGGATGAAGAGGTTGGA \| \| --- \| --- \| --- \| |
| \| *Mouse GAPDH* \| AAGAAGGTGGTGAAGCAGG \| GAAGGTGGAAGAGTGGGAGT \| \| --- \| --- \| --- \| |
| \| *Mouse Il 4* \| GCTAGTTGTCATCCTGCTCTTC \| GGTGTTCTTCGTTGCTGTGA \| \| --- \| --- \| --- \| |
| *Mouse Egr1*  CAGGAGTGATGAACGCAAGAG GAGCCAGGAGAGGAGTAGGA |
| \| *Chip Rat Egr1 E1* \| CCAACCATCACAAGAACCA \| TTGCGGGTGTTAGAGTCT \| \| --- \| --- \| --- \| |
| \| *Chip Rat Egr1 E2* \| GAGTGTGCCCTCAGTAGCT \| AATTGCATCTCGGCCTTGG \| \| --- \| --- \| --- \| |
| \| *Chip Rat Egr1 E3* \| AGCCCAGGATGACGGCTGTA \| CCAGGCGCGTAGAGCTGAGC \| \| --- \| --- \| --- \| |

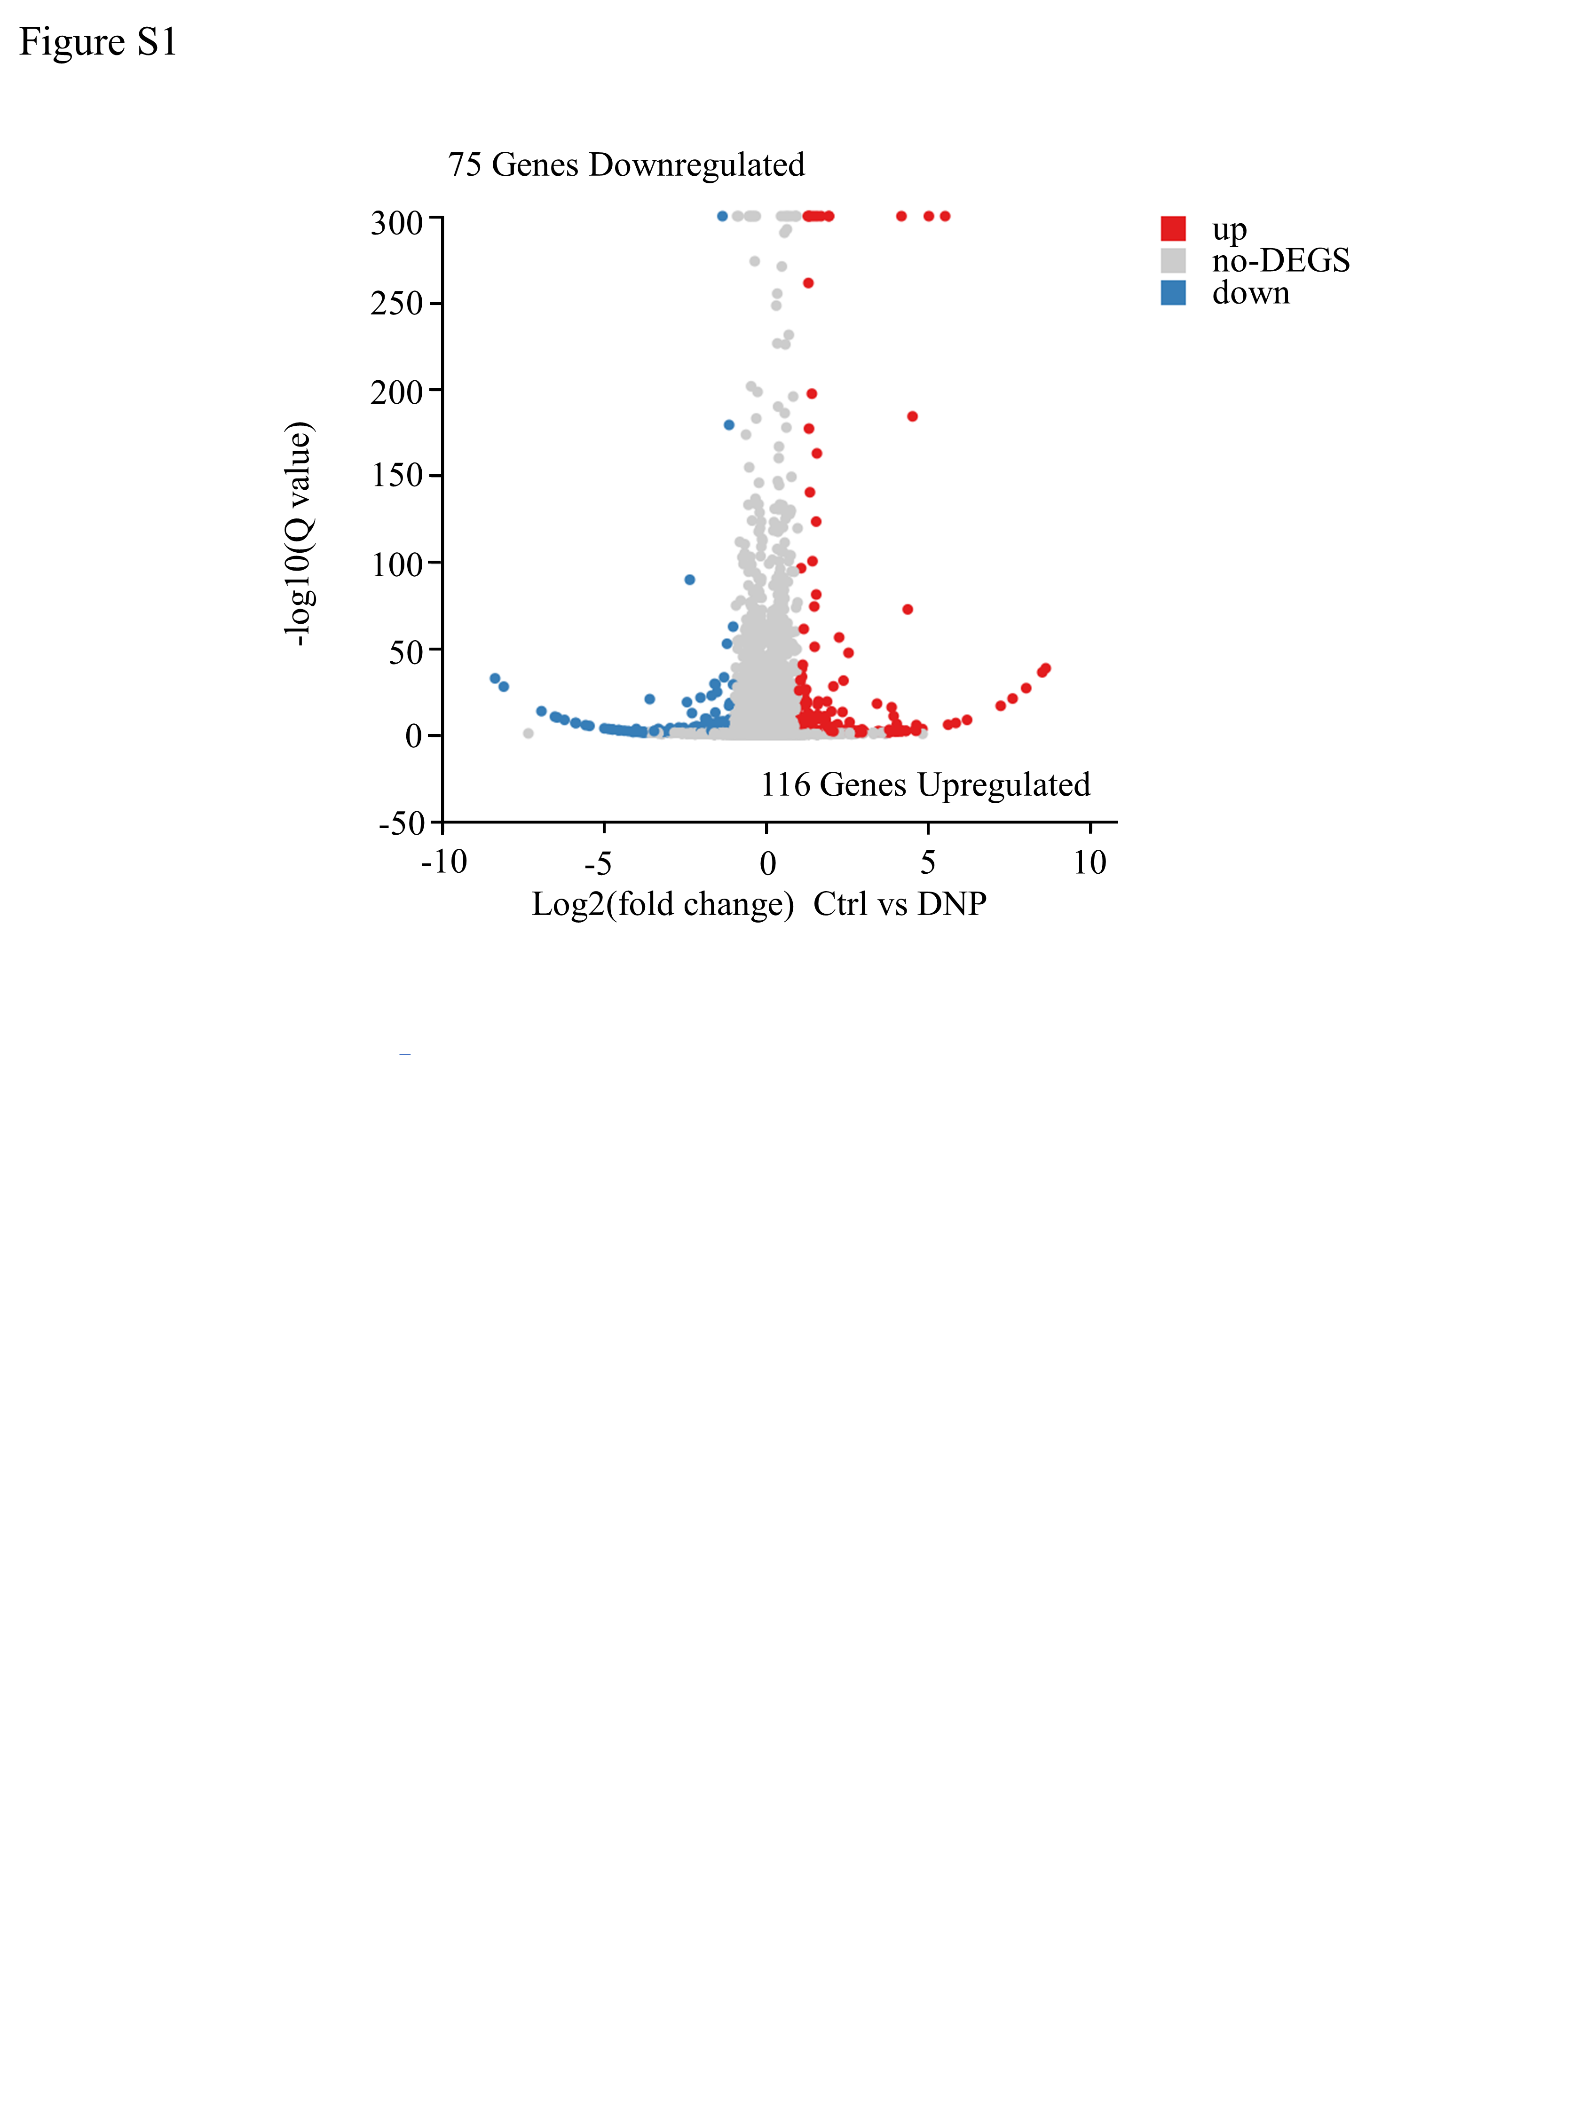

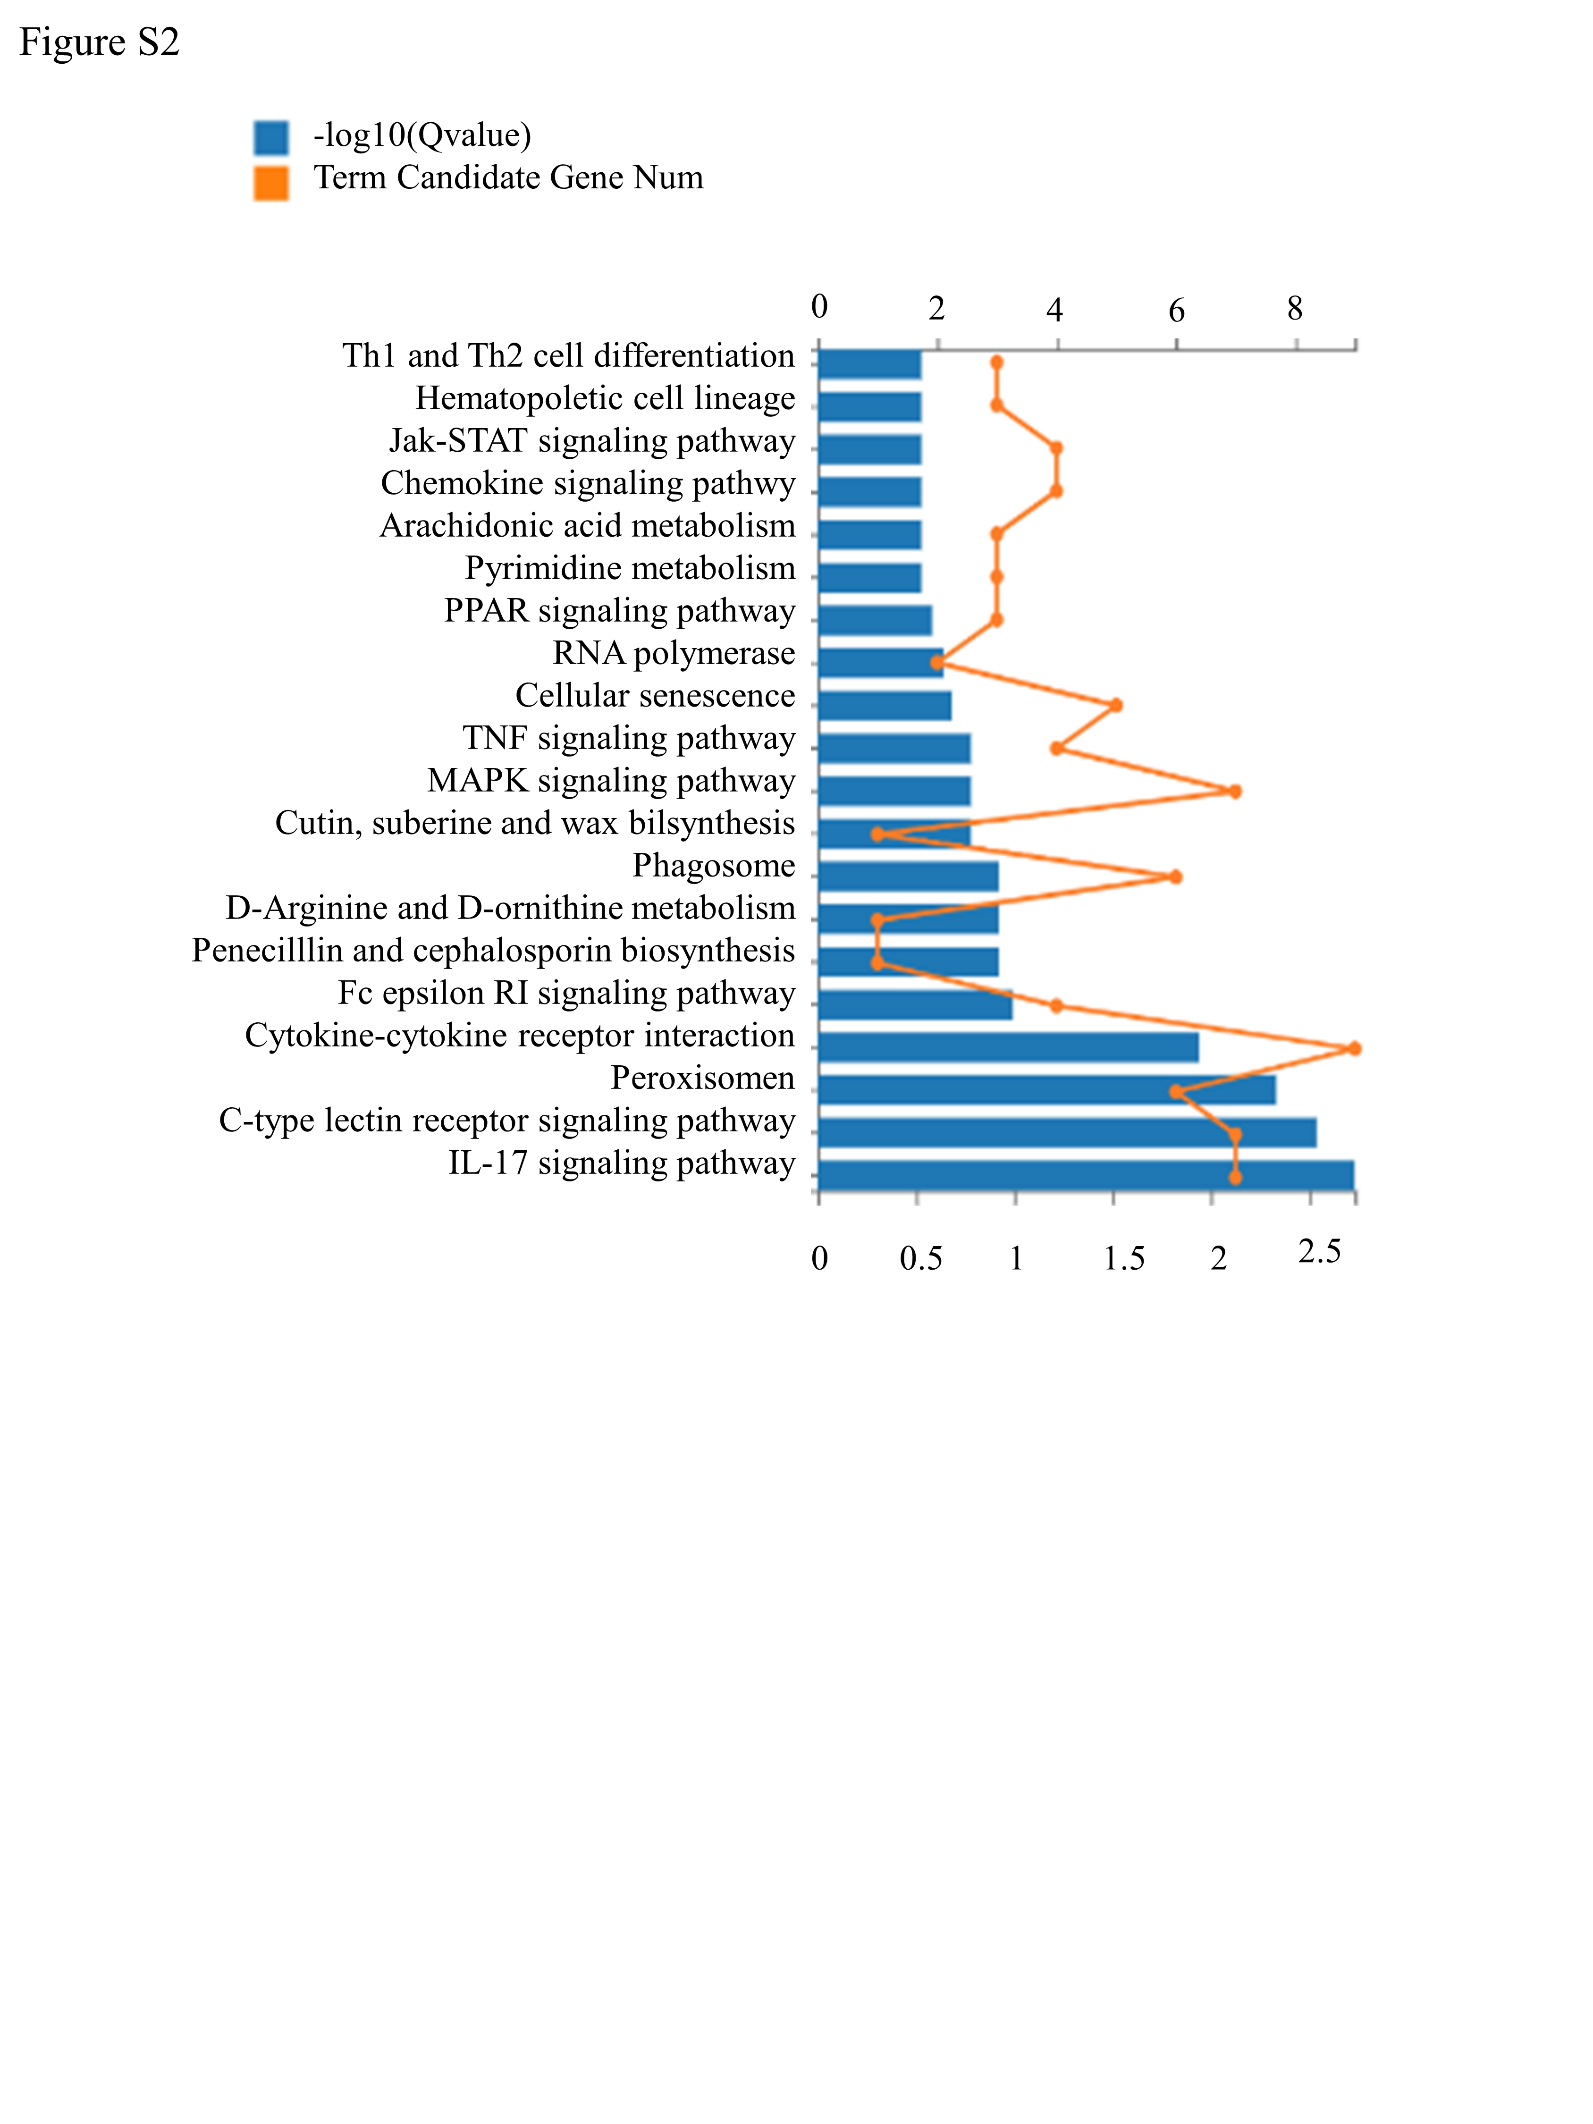

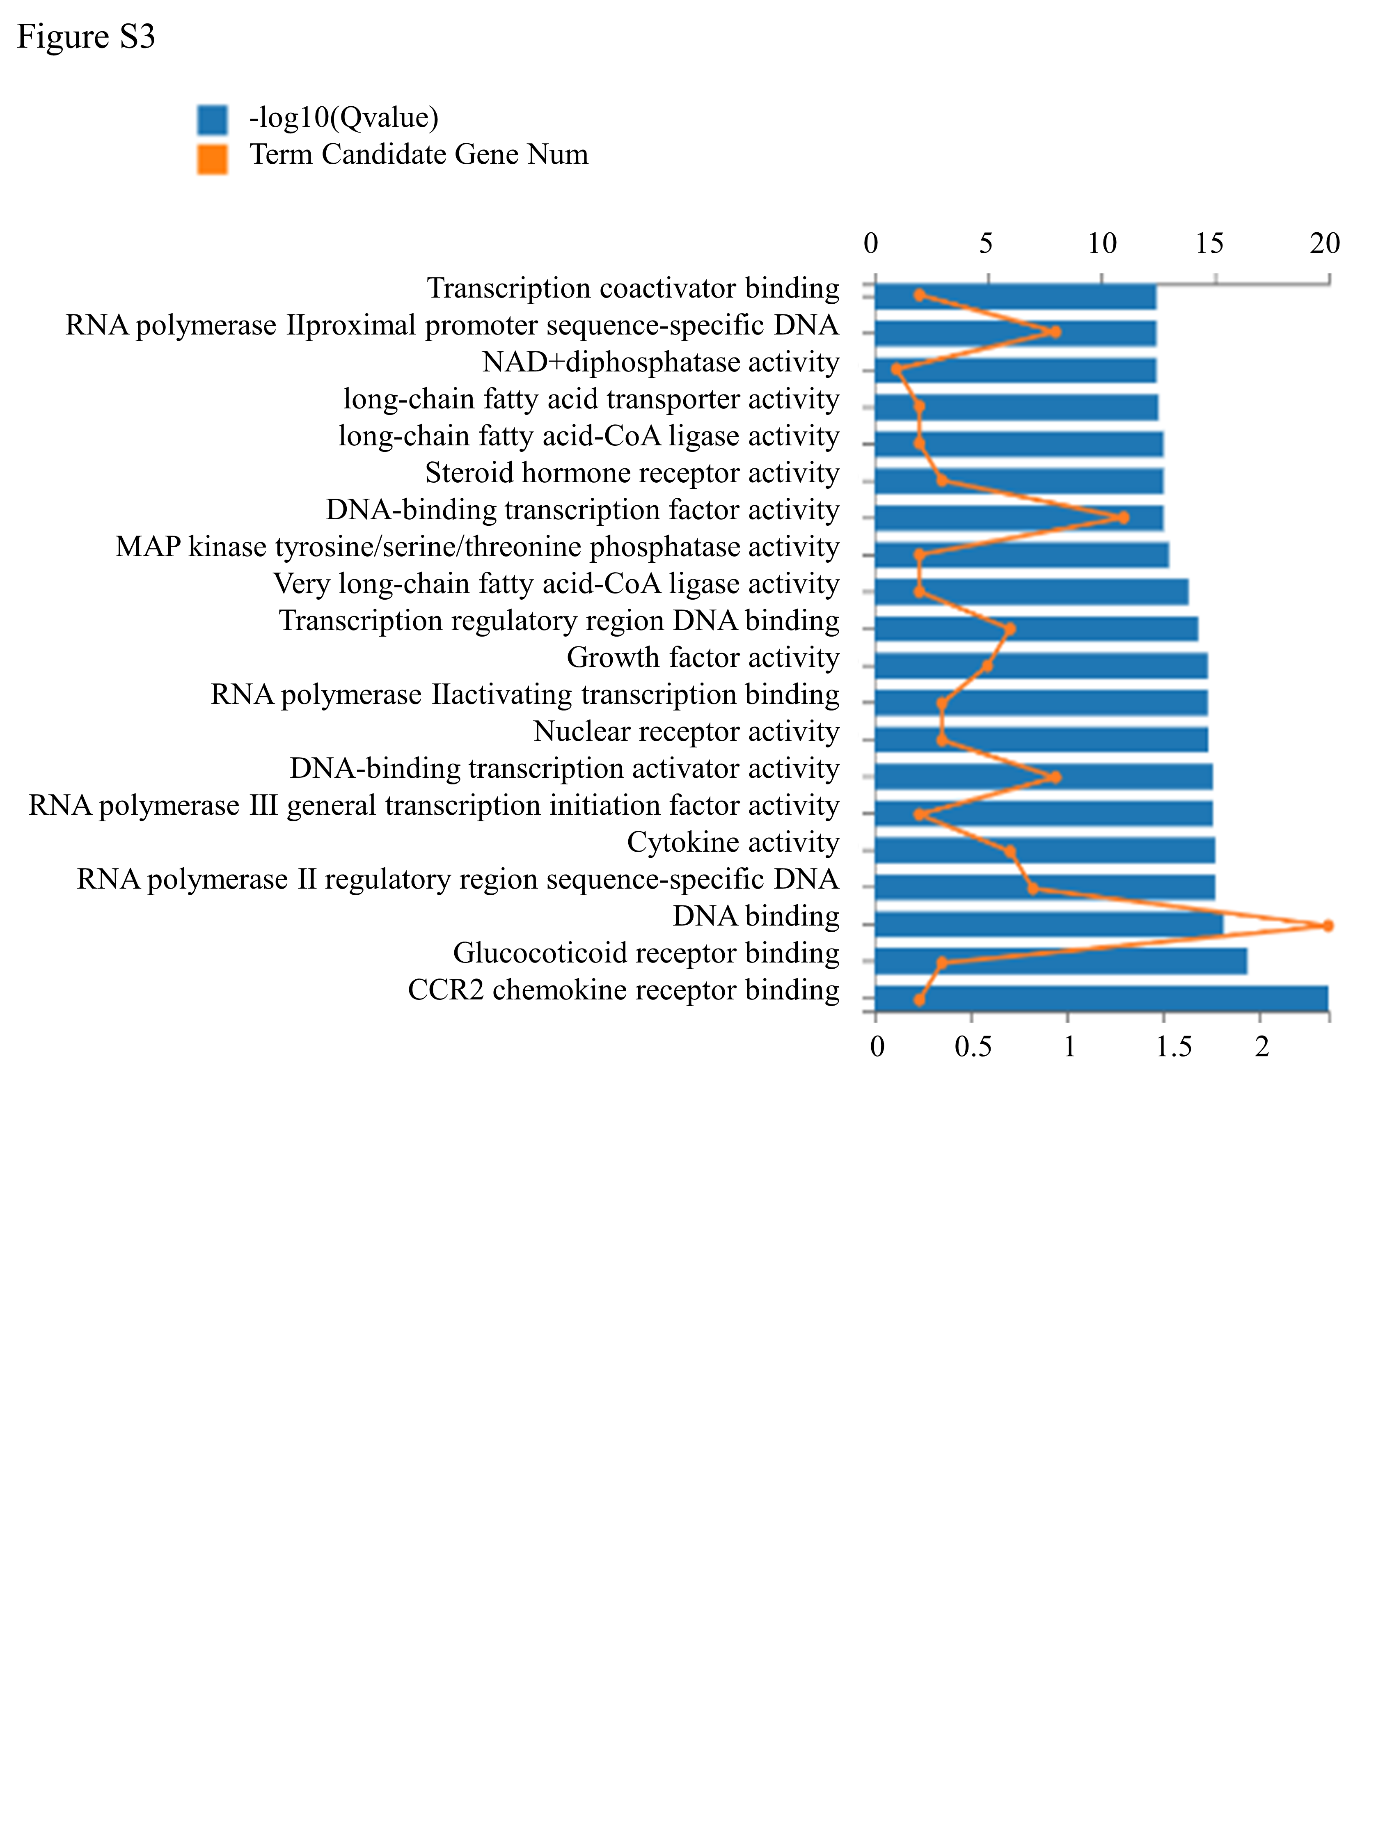

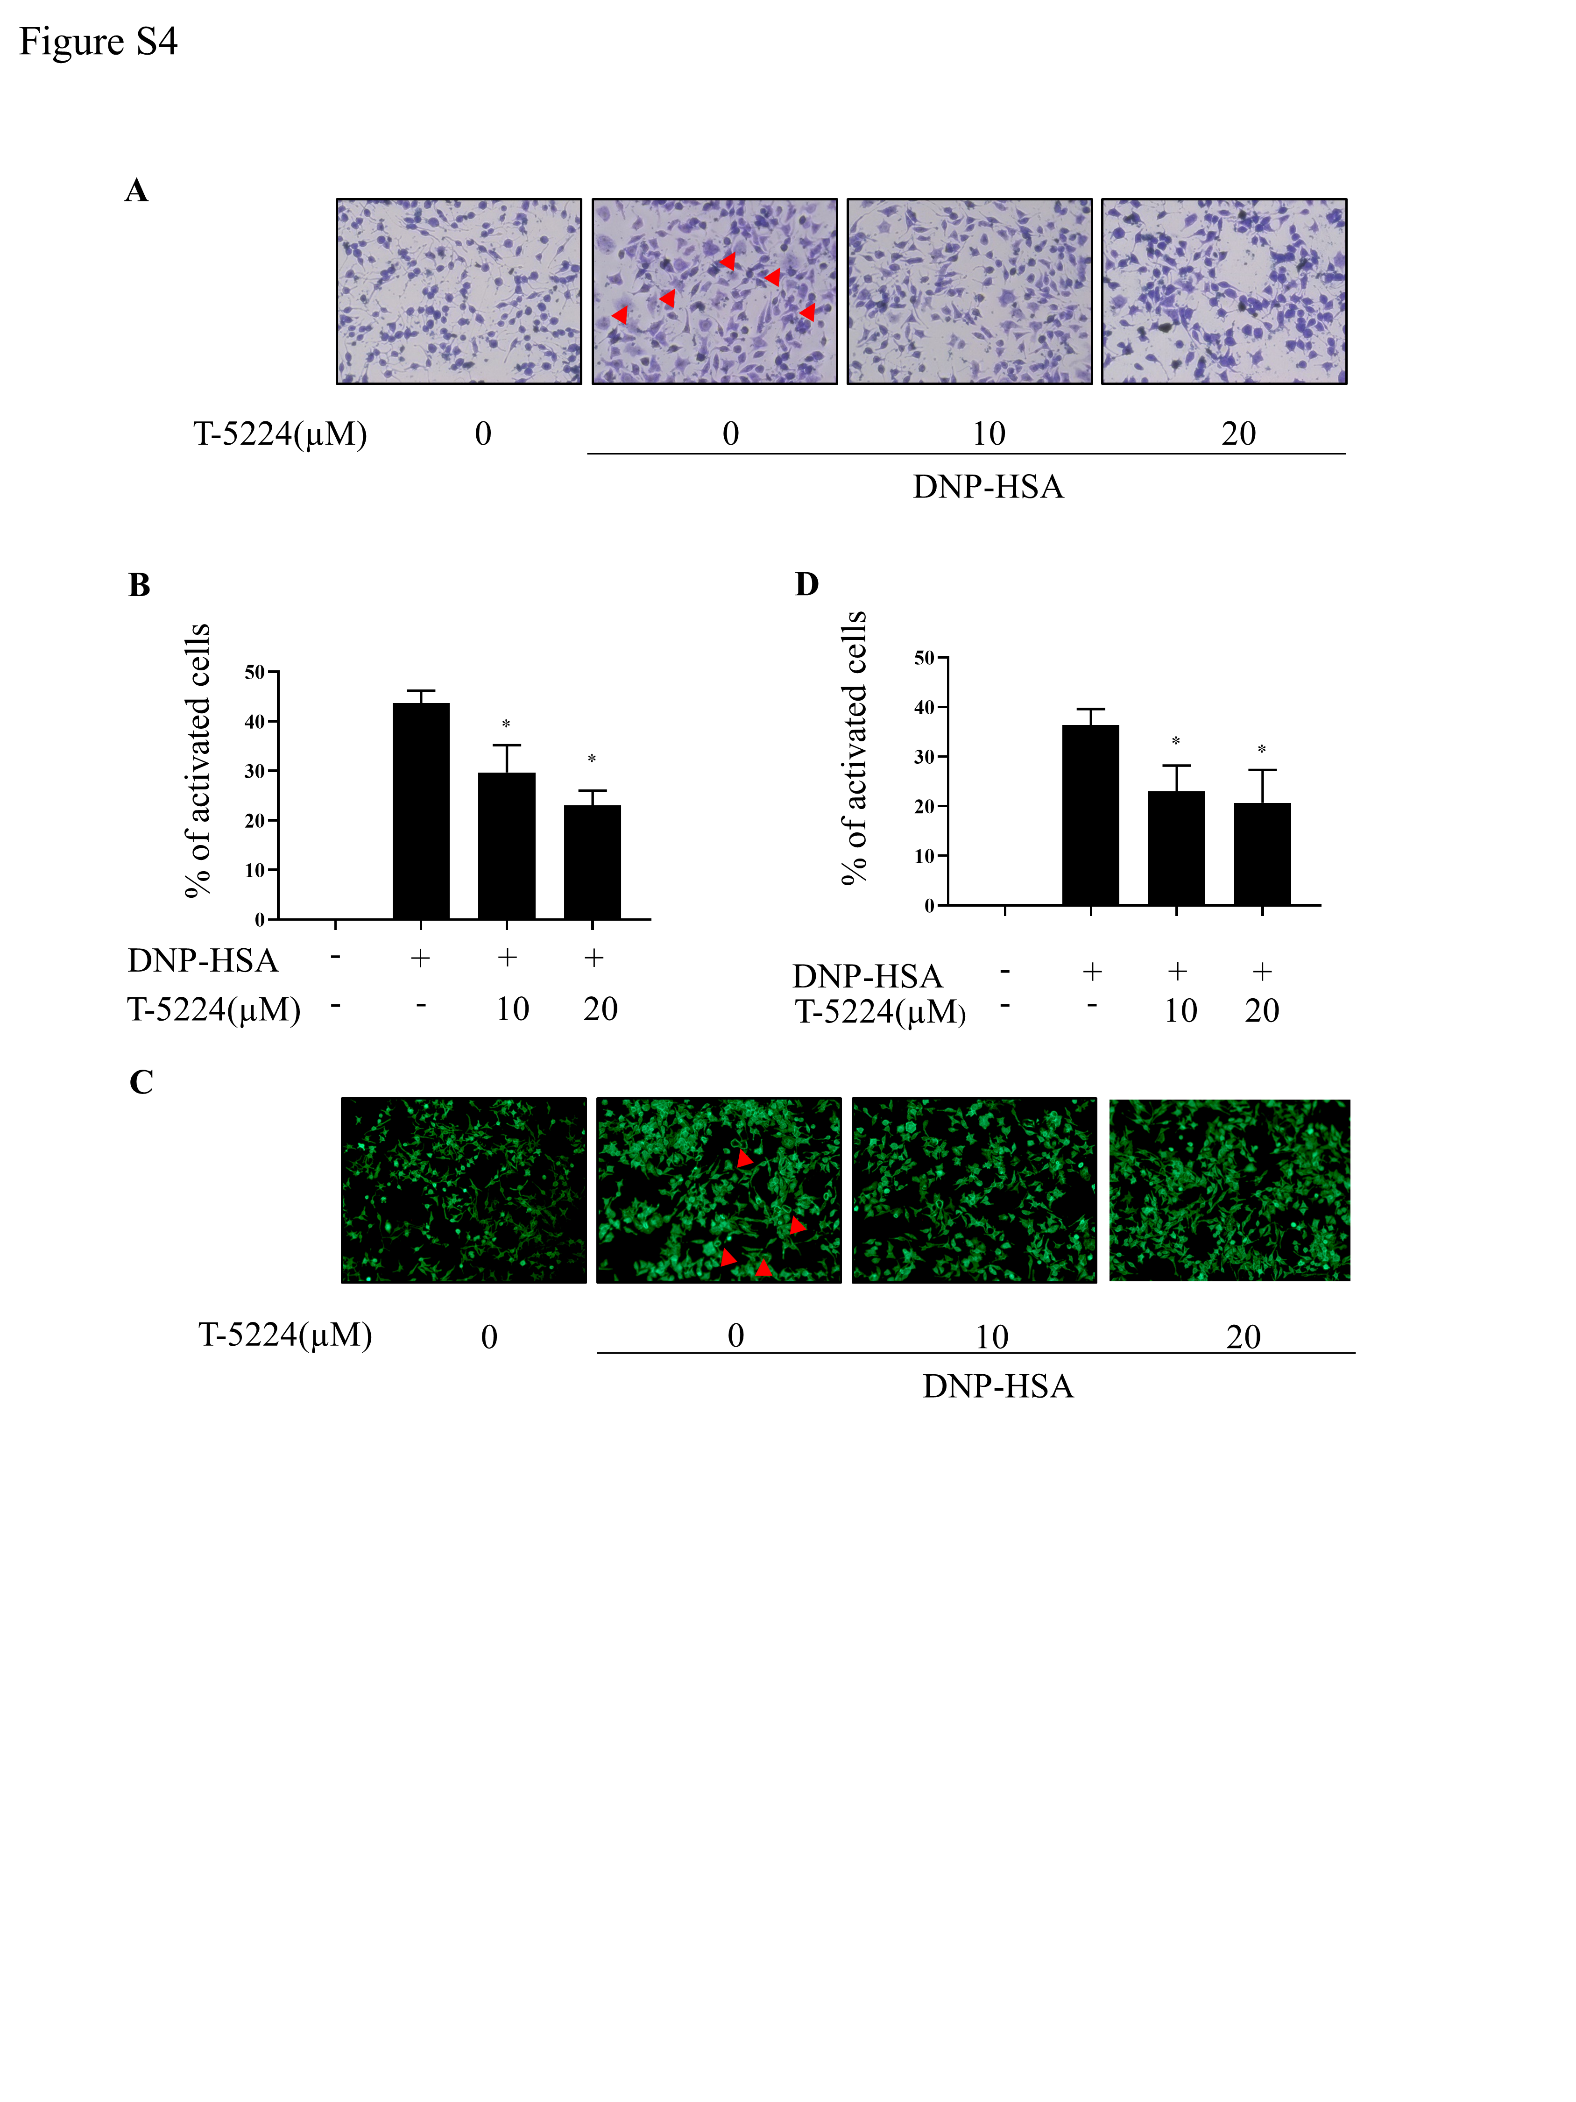

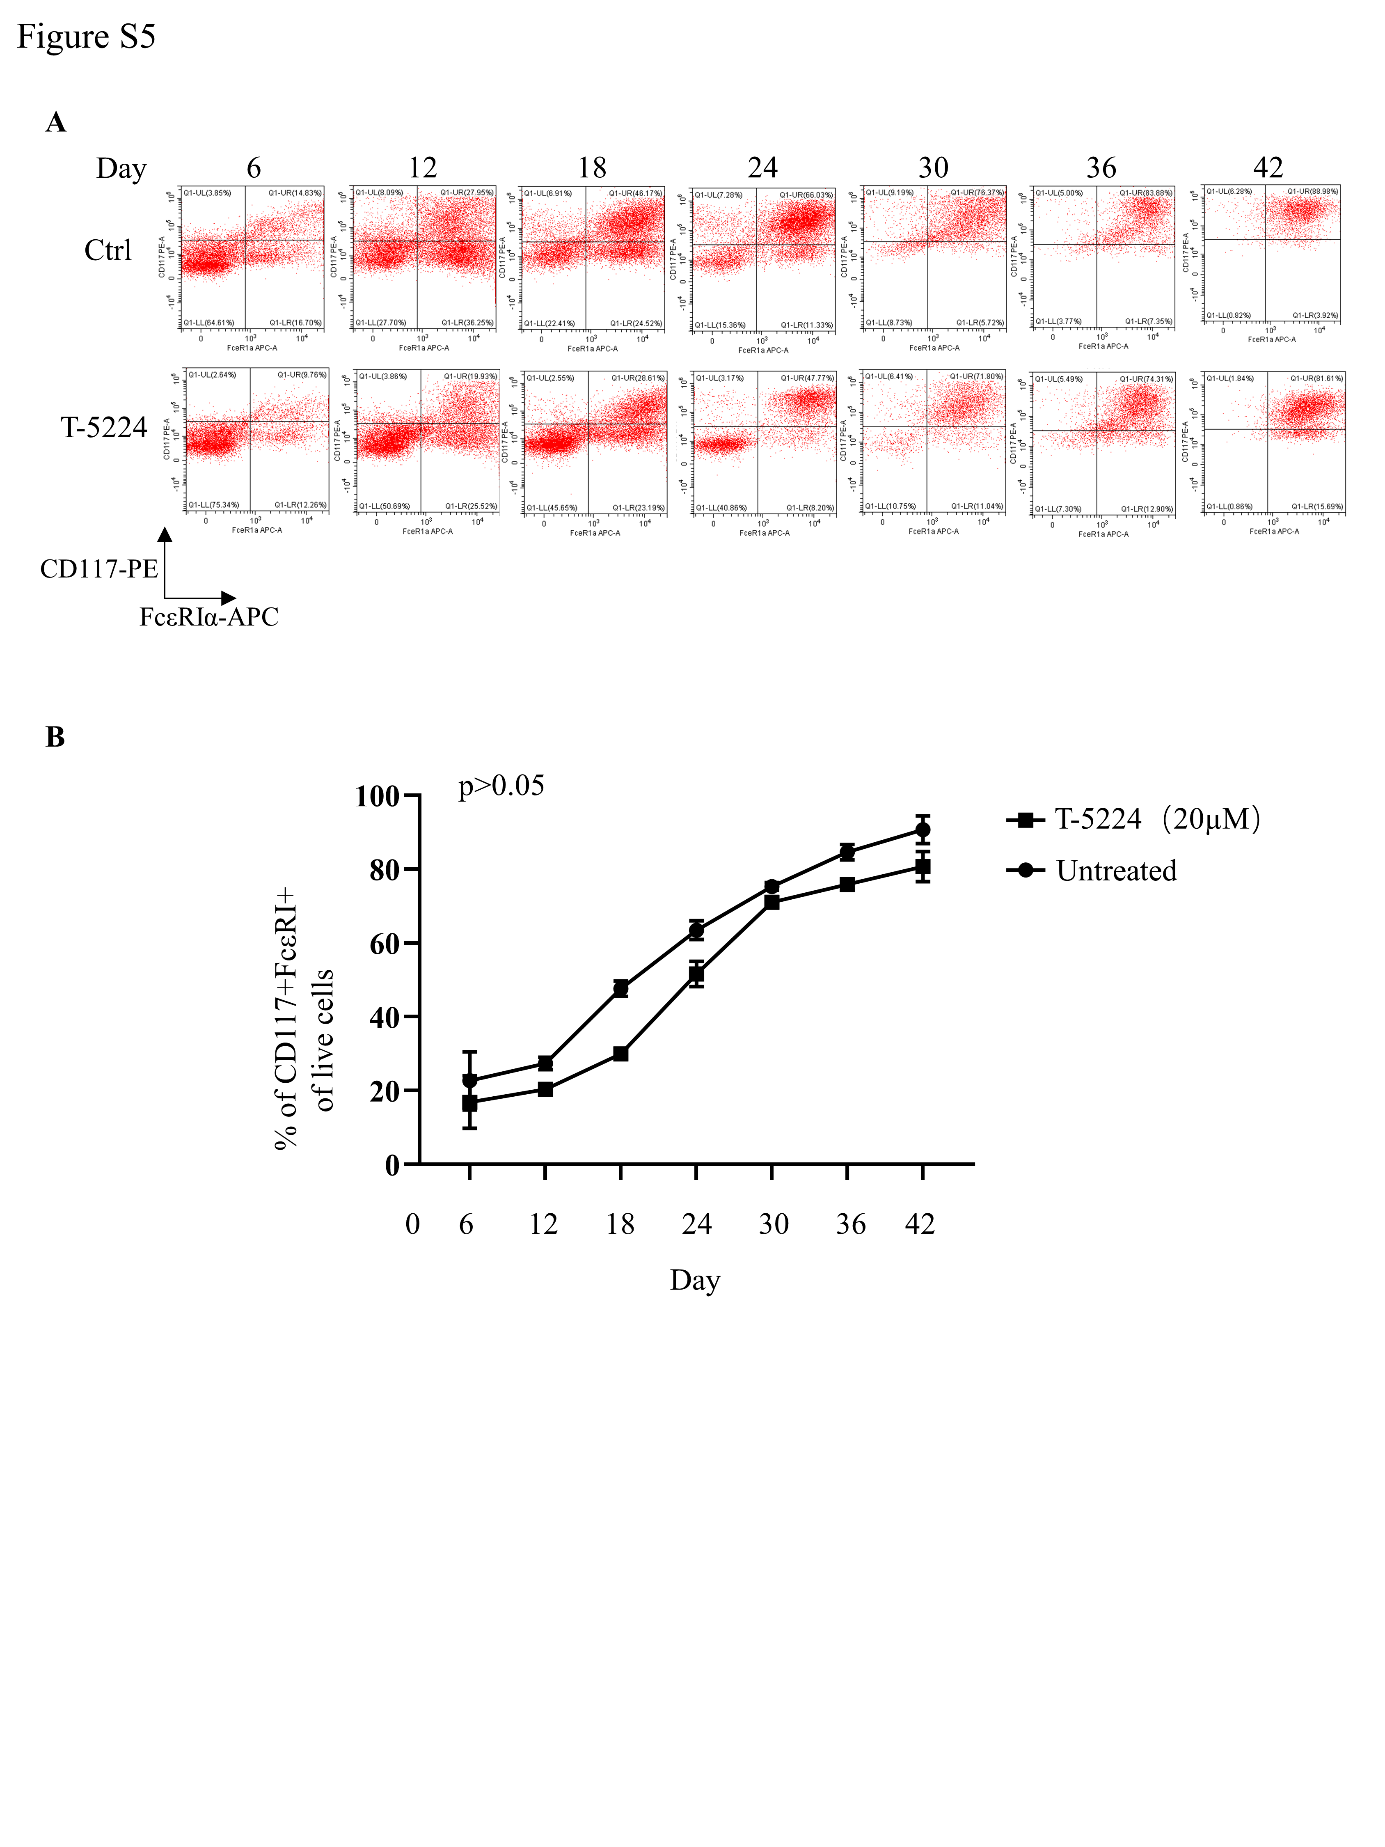

**Supplement:** Supplementary file 1 — Additional file 1. Supplementary Materials and methods 1.1. Toluidine blue and F-actin staining. Supplementary Materials and methods 1.2. MC differentiation assay. Figure S1. Volcano plot of RNA-seq data. Figure S2. Results of KEGG pathway analysis of upregulated DEGs. Figure S3. Results of GO enrichment analysis of upregulated DEGs. Figure S4. T-5224 reduces morphological changes in stimulated MCs. Figure S5. Non-effect of T-5224 on maturation of precursor cells to MCs. Table S1. Primers sequences for quantitative real-time PCR.

How the deposited data were processed for this re-analysis (not part of the article)

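RNA-seq values of 9 samples of RBL-2H3 cells were analysed, 3 labelled Ctrl, 3 labelled IgE/DNP (DNP) and 3 labelled PF. The DNP and PF samples were stimulated with 100 ng/mL DNP-HSA after sensitization with 50 ng/mL IgE for 12 h by the labels. The PF samples were in addition pretreated with PF for 1 h. PF is not identified in the labels, and the paper's text does not describe this group. The labels give the PF samples a stimulation time of 4 h in one field and of 4, 5 and 6 h in another.

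By the paper's methods, the authors filtered BGISEQ-500 reads with SOAPnuke, mapped them with HISAT2, aligned them with Bowtie for quantification by RSEM, and tested genes with DESeq2. The genome build and annotation are not named in the paper's text. The values the authors deposited, 1 per gene and sample, were made with RSEM from the mapped reads and are normalized for gene length and sequencing depth, here read as FPKM. Their heading names no unit. They were read so because they have decimals, sum to different totals and, as log2(FPKM + 1), follow the colours of Fig. 1E. Each sample lists 38490 gene rows, of which 20484 have no value in any sample, 5262 of them protein-coding. The other 18006 genes were used. Genes are listed in 5 different orders, so samples were joined by gene identifier. Totals ranged from 573023 to 630069 FPKM.

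The planned test assumed counts. Since only FPKM was given, the fallback written beside it was used: limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) on log2(FPKM + 1), for genes with at least 1 FPKM in at least 3 of the compared samples, with Benjamini-Hochberg adjustment and a threshold of 0.05. No count test was run. DNP was compared with Ctrl, PF with DNP and PF with Ctrl, each on its own 6 samples. Single genes also had a two-sided exact permutation test on log2(FPKM + 1), whose smallest p with 3 samples against 3 is 0.1. The depth in reads is unknown, so no counting error can be given, and the precision of each value rests on the 3 replicates. Relative depth was estimated from 8 genes whose low values step in whole multiples.

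The genes named are those of Fig. 1 and Fig. 2, a fixed list of mast cell, AP-1 and reference genes (among them Il13, Gapdh, Jun, Junb and Jund), and for each comparison the 5 genes with the highest and the 5 with the lowest log2 fold change among those with an adjusted p of at most 0.05, an absolute log2 fold change of at least 1, groups that do not overlap and a mean of at least 1 FPKM. Cxcr4 is among the 5 lowest in DNP vs Ctrl. The 7 genes followed in the PF samples were singled out after their values were seen. The pairing of samples comes from the replicate numbers in the labels.

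The test was checked on simulated values with the means and spreads of the real genes. Of 10373 genes tested there, 200 were changed, and 197 of these were called, with 5 unchanged genes called beside them. The changes put in were of at least 1 on the log2 scale, in genes above about 5 FPKM. Noise was drawn independently for each gene and sample. The check therefore does not cover smaller changes or lower genes, and 2995 of the 3031 genes called in DNP vs Ctrl changed by less than 1. Alternatives fixed in advance were a pseudocount of 0.1, no filter on low values, all 3 groups in the fit, the replicate number as a block, each sample left out in turn and a threshold of 0.01. Added after seeing the data were a pseudocount of 0.01 without a filter, scaling by median ratios, scaling to a sum of 1000000 per sample, scaling to the mean of the deposited sums, at least 1 FPKM in every compared sample, limma without trend, a limma test against a log2 fold change of 1, and the threshold of 0.01 for the counts with the fold change minimum. Pathway and GO enrichment was not repeated.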

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

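The tests of scaling, depth, the share of the highest genes, mislabelling and stimulation times were chosen only after the result was seen, and those of other splits and of list selection were not.

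The PF samples, which the paper does not report on, differed from the DNP samples in 5042 of 10329 genes (limma adjusted p of at most 0.05) and from the Ctrl samples in 5975 of 10361. In each comparison, 1 of the 10 splits of the 6 samples gave a count as large, the real one, and the other splits gave at most 1 gene. Of the 4 splits that part all same-numbered pairs, only the real one reached the count. With 10 splits the share cannot fall below 0.1, so a grouping by chance cannot be ruled out by this test. Fewer of the genes were higher in PF than lower (37.1% against DNP). With scaling by median ratios the share of higher genes was 48.0%, but median ratios centre the samples on their typical gene and so draw the share towards an even split, which leaves open whether the scaling between samples explains the imbalance. With the minimum of 1 on the absolute log2 fold change, 29 genes were higher and 215 lower as deposited, and 33 were higher and 193 lower with median ratios. Scaling to the mean of the deposited sums moved both the other way. The share of higher genes was then 16.8%, and with the minimum 19 genes were higher and 269 lower.

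The 29 genes that rose in DNP vs Ctrl (adjusted p of at most 0.05 and log2 fold change of at least 1) had a median log2 fold change of -1.03 in PF vs DNP. None of 10000 random lists matched on mean expression was as low, the lowest being -0.29. Of the 29, 23 were lower in PF, 4 were higher and 2 did not differ at the threshold. Because the DNP samples enter both steps, the list and the change were also taken from separate DNP samples. The highest of the 3 medians was then -0.96, so selection on shared samples does not account for the fall.

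The induced genes did not all move the same way, and 7 were singled out after their values were seen. Fos, Fosb and Egr1 were higher still in PF than in DNP, with log2 fold changes of 1.18, 0.33 and 0.41. Il4, Ccl2, Egr3 and Il13 were lower, with -1.59, -1.31, -2.49 and -1.07. Every PF sample lay outside the range of the DNP samples for each of the 7 (two-sided exact permutation test, p = 0.1 for each, the smallest p for 3 against 3). Mean Fos was 77.4 ± 5.51 FPKM in PF and 33.6 ± 2.12 FPKM in DNP (SD, n = 3 each), while Il4 was 3.49 ± 0.856 and 12.3 ± 0.514 FPKM. The rise of Fosb was about as large as those of Gapdh (0.28) and Fcer1g (0.34), so its size does not set it apart from them. Fcer1a (0.18), Ms4a2 (0.05) and Kit (-0.06) changed less. All 7 genes kept their direction with median ratios and with scaling to a sum of 1000000 per sample, but they were chosen for their directions, so this shows no stability. With these scalings and with scaling to the mean of the deposited sums, their log2 fold changes moved by at most 0.18, less than the smallest of the 7 changes, and a factor per sample moves all genes the same way. The relative depth of PF and DNP differed by 0.0271 on the log2 scale, and the difference in the share of the 10 highest genes shifts other genes by 0.011, against a smallest change of 0.33. All 9 samples were closest to a sample of their own group, which speaks against a mislabelled sample. Stimulation times differ in one field of the labels, but over all tested genes the change in the PF sample given 4 h in both fields followed the change in the other PF samples with a slope of 0.87, with separate DNP samples as the reference. A slope over all genes cannot show whether single genes depend on the time. With 4, 5 and 6 h in that field, Il4 was at 2.55, 3.71 and 4.22 FPKM. Ccl2 was at 246.7, 276.3 and 295.5 FPKM, and Egr1 at 218.7, 220.8 and 238.2 FPKM. Fos, Fosb, Egr3 and Il13 did not follow this order. An effect of time on the size of the changes stays open. A bias with gene length, GC content or reads shared between similar genes that differs between the samples was not tested. Such a bias would act on a gene whether or not DNP-HSA induced it. The 29 induced genes had a median of -1.03, with 23 lower and 4 higher. The lowest of 10000 random lists matched on mean expression was at -0.29. This argues against such a bias for the fall of the 23 genes, though shared length or GC content among them was not examined. For the rise of Fos, Fosb and Egr1 such a bias stays open. As a hypothesis, Il4 and Ccl2 mRNA in these samples may depend on something that PF reduces while Fos, Fosb and Egr1 mRNA stay high. What PF is, and protein levels or phosphorylation, are not known from these values.

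Outside the genes the paper discusses for DNP vs Ctrl, Il13 rose with a log2 fold change of 1.40 (limma adjusted p = 5.90e-05) and Cxcr4 fell, with -1.31 (limma adjusted p = 1.04e-06). Each was in this direction in 3 of 3 DNP samples against every Ctrl sample. Il13 was the only 1 of the 29 genes that is not in Fig. 1E. Median ratios and scaling to a sum of 1000000 shifted either value by at most 0.0942, and the relative depth of the groups differed by 0.00356 on the log2 scale. A bias with gene length or GC content that differs between the samples was not tested here either.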

How the results depend on the processing

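Unless said to be added later, the alternatives were set before the data were examined. Those with DESeq2, with edgeR (upper quartile, library size only, glmTreat) and with filters on counts were not run, since only FPKM was analysed.

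The limma test against a log2 fold change of 1, given below, is left aside here. Under every other alternative run but one, the number of DNP vs Ctrl genes passing the adjusted p threshold stayed within 1.5 times the main count. At a threshold of 0.01 it was 1469, with 817 higher and 652 lower. The fits that each left out 1 sample gave from 2099 to 2736 genes. The replicate block gave 2697, and 4675 for PF vs DNP and 6009 for PF vs Ctrl, where same-numbered samples correlated at most at 0.000490 and 0.189. In DNP vs Ctrl, 1 of the 10 splits of the 6 samples, the real one, gave as many genes, and the others gave at most 2. The real split was also the only 1 of the 10 as large for the count with the fold change minimum (at most 2 genes in the others). The same held for the Fig. 1E genes (0 in the others), but the authors chose these as upregulated in this grouping. Their count therefore cannot speak to a grouping by chance.

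Counts with an absolute log2 fold change of at least 1 rose with a smaller pseudocount, which holds down the change of genes with low FPKM less. The 35 genes that 0.1 added in DNP vs Ctrl had an adjusted p of at most 0.05 with a pseudocount of 1 as well, and their median was 1.67 FPKM, against 16.7 FPKM for the 36 called with a pseudocount of 1. In PF vs Ctrl this held for 275 of 276 added genes, with medians of 2.20 and 7.34 FPKM, and in PF vs DNP for 196 of 197, with medians of 2.00 and 7.30 FPKM. With 0.1, DNP vs Ctrl gave 69 genes (57 higher, 12 lower), PF vs DNP gave 439 (49 higher, 390 lower) and PF vs Ctrl gave 624 (98 higher, 526 lower). With 0.01 and no filter, chosen after seeing the data, the counts were 163 (111 higher, 52 lower), 742 (101 higher, 641 lower) and 1040 (189 higher, 851 lower). A limma test against a log2 fold change of 1, also added later, gave 14 genes in DNP vs Ctrl, 13 higher and 1 lower.

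Scaling each sample to a sum of 1000000, added after seeing the data, multiplied the values by between 1.59 and 1.75, so the pseudocount and the filter became smaller beside them. Scaling to the mean of the deposited sums, also added later, keeps that level. With the minimum, PF vs DNP had 373 genes with the sum of 1000000, 346 of them lower, and 288 with the mean sum, 19 higher and 269 lower. PF vs Ctrl had 530, 472 of them lower, and 403, 361 of them lower. Without the minimum, 875 genes were higher in PF than in DNP with the sum of 1000000 (16.6%) and 869 with the mean sum (16.8%), against 37.1% as deposited and 48.0% with median ratios. In PF vs Ctrl the shares were 26.5%, 26.7% (1575 genes), 40.0% and 48.0%, and in DNP vs Ctrl they were 56.8%, 56.6%, 50.5% and 50.2%. The median log2 fold change of all tested genes in PF vs DNP was -0.04 as deposited, -0.13 with either sum and 0.01 with median ratios. The median log2 fold change of the induced genes in PF vs DNP was -0.68 with the sum of 1000000, where the list was drawn anew and held 42 genes, the 29 and 13 more. Over the 29 alone it was -1.14 with that scaling, so the higher value comes from the added genes. It was between -1.10 and -0.96 under the other alternatives run for it.

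Fos, Fosb, Fosl2, Egr1, Egr2, Egr3, Il4 and Ccl2 kept their direction and their side of the threshold in DNP vs Ctrl under each alternative in which they were tested. Tnf did not: its log2 fold change of 0.34 (limma adjusted p = 0.0606) passed the threshold with the replicate block (0.34, limma adjusted p = 0.0264), without Ctrl replicate 1 (0.46) and with at least 1 FPKM in every sample (0.34, limma adjusted p = 0.0484), and its adjusted p ranged up to 0.172. Leaving out 1 sample moved the log2 fold change of Tnf from 0.24 to 0.46. The cause was not tested. For 30 other single-gene changes, 32 of 465 values under alternatives no longer passed the threshold, 3 newly passed it and 5 reversed. The reversed values were near 0: Gapdh in DNP vs Ctrl, which ran from -0.0240 to 0.0681 with 1 sample left out, and in PF vs DNP Jun, from -0.0390 to 0.00488 with 1 sample left out and 0.0353 with median ratios, and Junb, -0.0132 with scaling to a sum of 1000000 and -0.0131 with scaling to the mean sum. The depth in reads is unknown, which limits what can be said of genes below 1 FPKM such as Fosl1.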

Differences from the paper's values

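The paper states 191 DEGs at Q ≤ 0.05, 116 of them upregulated and 75 down-regulated. In limma on log2(FPKM + 1) the counts at an adjusted p of at most 0.05 were 3031, 1530 and 1501. None of the alternatives set before the data were examined that were run came within 1.5 times the paper's counts. With the absolute log2 fold change of at least 1 that Figure S1 shows, the counts were 36, 29 and 7, again outside 1.5 times the paper's 191, 116 and 75 under every alternative set before the data were examined that was run. At a threshold of 0.01, which was not planned for the counts with the minimum, they were 33, 28 and 5. With a pseudocount of 0.01 and no filter on low values, a setting chosen after seeing the values, they were 163, 111 and 52, within 1.5 times the paper's.

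The paper gives 39% of its DEGs, at Q ≤ 0.05, as down-regulated. At an adjusted p of at most 0.05 alone the share was 49.5%, within 1.5 times the paper's, and it was 44.4% at a threshold of 0.01. With the fold change minimum the share was 19.4%, and none of the alternatives set before the data were examined that were run closed the gap. The pseudocount of 0.01 without a filter, chosen after seeing the values, did, with 52 of 163 genes lower. The share of higher genes with the minimum, 80.6% against the paper's 61%, was within 1.5 times. Whether the shares differ by this rule thus depends on the side compared. The legend of Figure S1 gives the paper's number of upregulated genes as 16, while its main text gives 116. The main text's 116 goes with its 191 DEGs, its 61% and the 75 down-regulated genes that the legend repeats. The 16 does not, so it is probably a misprint. The count with the minimum was 29, and no alternative set before the data were examined that was run came within 1.5 times 16. A limma test against a log2 fold change of 1, chosen after seeing the values, gave 13, but it asks another question and does not speak for 16.

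The paper's text presents the genes of Fig. 1E as the top upregulated ones, and its legend calls them selected DEGs. Of these, 6 had a log2 fold change below 1 and 2 were below the filter. The 6 are held down by the pseudocount, since the ratios of their mean FPKM ran from 2.02 to 2.26. Gtf3c3, RGD1560455 and Rad54l2 passed the adjusted p threshold with a log2 fold change of at least 1 with a pseudocount of 0.1, set before the data were examined. Gtf2h4 did with that pseudocount and without Ctrl replicate 3. Slc35b4 did under both and without DNP replicate 1. LOC103693608 did with no filter on low values. The pseudocount of 0.01 without a filter called these 6 genes, scaling to a sum of 1000000 per sample called Gtf2h4, Slc35b4 and LOC103693608, and scaling to the mean sum called Slc35b4. These settings were chosen after seeing the values. LOC103690173 and Hipk2 were called under no setting. Il13, with a log2 fold change of 1.40, was above several genes of Fig. 1E and is not in it.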

Other observations

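Tnf, whose increase the paper measured by RT-PCR, was at 6.37 ± 1.17 FPKM in Ctrl and 8.29 ± 0.884 FPKM in DNP samples (SD, n = 3 each), a log2 fold change of 0.34 (limma adjusted p = 0.0606). It was higher in PF, at 17.1 ± 3.12 FPKM (SD, n = 3), with a log2 fold change of 0.95 against DNP (limma adjusted p = 2.14e-04).

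Gapdh, the reference gene of the paper's RT-PCR, was at 3099 ± 199 FPKM in Ctrl, 3138 ± 66.5 FPKM in DNP and 3815 ± 104 FPKM in PF samples (SD, n = 3 each). Its log2 fold change was 0.02 in DNP vs Ctrl (limma adjusted p = 0.803) and 0.28 in PF vs DNP (limma adjusted p = 3.33e-04).

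Among the AP-1 partners of c-Fos, Jun, Junb and Jund rose in DNP vs Ctrl by log2 fold changes of 0.35, 0.42 and 0.41 (limma adjusted p = 2.18e-04, 0.00447 and 8.47e-04), less than Fosb. In PF vs DNP, Jund rose by 0.72 (limma adjusted p = 9.17e-06), while Jun and Junb, at -0.01 and 0.09, did not pass the threshold and changed sign under the scalings between samples, Jun to 0.0353 with median ratios and Junb to -0.0132 with scaling to a sum of 1000000. Jun passed the threshold at -0.11 with either scaling to the same sum, and Junb passed it at 0.13 without PF replicate 3.

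The lowest log2 fold changes in PF vs DNP included those of Egr3, Ticam1 (-2.35) and Myct1 (-2.24), and the highest included that of Klf2 (2.20). Spt1 was listed at 0 in the 3 PF samples. LOC100364457 and LOC100909441, also among them, did not pass the threshold in some fits with 1 sample left out. Of the 7 genes that fell in DNP vs Ctrl, 2 were higher and 2 lower in PF than in DNP, with a median log2 fold change of 0.12.

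Some genes were listed at 0 in 1 sample while another sample of the same group had at least 5 FPKM. There were 29 such genes, 20 of them with LOC names. Aph1b was at 13.6, 13.2 and 13.3 FPKM in Ctrl and at 0, 32.0 and 0 FPKM in PF. LOC100360679 was at 196, 204 and 0 FPKM in the Ctrl samples. A listed 0 in these values is therefore not read as absence.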
